# Bovine endometrial organoids: a new tool to study conceptus-maternal interactions in mammals^†^

**DOI:** 10.1093/biolre/ioaf252

**Published:** 2025-11-14

**Authors:** Jessica C Edge, Olga Amelkina, Haidee Tinning, Gianluca Giovanardi, Elena Mancinelli, Samantha Gardner, Elton J R Vasconcelos, Virginia Pensabene, Karen Forbes, Mary J O'Connell, Peter Ruane, Niamh Forde

**Keywords:** endometrial, organoids, cattle, interferon tau, progesterone

## Abstract

We developed a hormonally responsive organoid model of the bovine endometrium. Bovine glandular epithelial cells isolated from reproductive tracts were cultured in an extracellular matrix hydrogel (Cultrex 2) at 38.5°C, 5% CO_2_ (*n =* 3). RNA was extracted and qPCR confirmed the presence of gland markers: *leukemia inhibitory factor, mucin-1, insulin-like growth factor binding protein-1, kruppel-like factor-5,* and *forkhead box protein-A2*. Organoids were imaged at specific time-points to monitor growth. Morphologically, organoids were spherical and fast-growing at passages 0 and 1, but this declined following passage 2. Passage 0 (*n =* 3) organoids were treated with 1000 ng/ml recombinant ovine Interferon Tau (IFNT) or 10 μg/ml progesterone (P4) for 24 h and analysed by RNASeq to assess hormone responsiveness. 373 transcripts were upregulated (padj<0.05 or log_2_fold change >2) in response to P4 treatment, with downstream analysis showing significant overrepresentation (FDR < 0.05) of genes associated with positive regulation of protein localisation to plasma membrane and cell periphery. Of the 240 genes significantly downregulated by P4 these were significantly overrepresented (FDR < 0.05) in biological processes of cilium and cytoskeleton organisation. IFNT treatment resulted in significant upregulation of 414 genes and downregulation of 119 genes. The largest cluster associated with differentially expressed genes in response to IFNT is defence to virus and interferon signalling. Thirty genes were altered by both P4 treatment and IFNT treatment. Organoids were also shown to express conserved microRNAs, and it was possible to culture them in a microfluidics device—making them a useful model for a multitude of potential investigations. Bovine endometrial organoids are therefore a new tool to investigate conceptus-maternal interactions.

## Introduction

Understanding endometrial function, particularly in domestic species, has been limited by the lack of in vitro models that mimic the in vivo scenario, as well as the cost of in vivo approaches. Whilst in vivo approaches have been used to understand uterine luminal fluid (ULF) composition [1–3], actions of critical pregnancy cues like progesterone (P4) and Interferon Tau (IFNT) [3–5], as well as the biosensor capability of the endometrium [6, 7], it has been difficult to study endometrial function in a high throughout manner. An endometrium that functions correctly is critical to pregnancy success in all mammals, given it is the site of implantation, and it provides nutrient support via ULF to the developing conceptus (embryo and extra-embryonic membranes) prior to development of the placenta [8–10]. Moreover, dysfunction of the endometrium leads to pregnancy loss [11]. In cattle, embryonic loss most commonly occurs in the first 3 weeks of pregnancy and is detrimental both financially—to the meat and dairy industries; as well as having a negative effect on sustainability and the environment [12]. For these reasons, unravelling how the complex roles of the endometrium in embryo development and conceptus-maternal interactions interplay for successful early pregnancy is imperative.

For successful pregnancy in cattle, an adequately developed, elongated conceptus must meet an optimally primed endometrium [13]. The bovine endometrium is a complex tissue whose transcriptional and translational profile changes throughout the cycle and pregnancy [14, 15]. It comprises a stromal cell layer, with an overlying epithelial cell layer containing uterine glands (both superficial and deep glandular in nature with different phenotypes) which extend into the underlying stromal layer [8]. Factors secreted from the luminal and glandular epithelium are integral for conceptus elongation [16] highlighting the necessity to understand the components of these secretions.

Until recently, 2D in vitro cultures were the most used approach to study conceptus-maternal interactions [17] during the peri-implantation period of pregnancy. Many 2D cell culture models utilise cell lines, which can introduce drawbacks. One of the main concerns with using cell lines is that genetic drift or contamination may occur following repeated passaging, potentially altering the physiological behaviour of the cells [18]. The ‘normal’ functioning of the cell may also be affected due to the fact that cells are often immortalized; or cancer derived cells which behave differently to a non-cancerous cell [18]. Although primary cells can be used to mitigate some of these issues, 2D single cell type monolayers do not accurately recapitulate tissues and organs, introducing the need for more complex in vitro systems. Despite their limitations, these methods are robust and convenient; and if taken tentatively with knowledge of their limitations, provide effective data. For example, treatment with molecules important for early pregnancy can reveal cell type specific functional effects [19]. However, it is undeniable that single cell type, static, in vitro cultures do not represent the complex multicellular endometrium in vivo. A study investigated the impact of using 2D vs 3D culture for bovine uterine gland fragments [20]. The mRNA expression of secretory proteins thought to be involved in conceptus development was significantly lower in 2D culture compared to 3D. Cell morphology in the 3D culture was also more physiologically accurate, with cells exhibiting cubic shapes and displaying apical and basolateral localisation of Zona Occluden 1 (ZO-1) and Beta catenin; whereas 2D culture cells were flat with non-specific localisation. This demonstrates the need to develop 3D endometrial culture approaches that more closely mimic the in vivo situation.

One such approach is the use of in vitro organoids which are self-organising, 3D structures, derived from primary tissue to represent the more complex organ that can be cultured in vitro [21]. Previously used to model various tissues involving epithelial cells including colon [22], prostate [23] and fallopian tube [24]; a breakthrough paper developed human endometrial organoids [25] using both endometrial gland tissue and decidual cells. These endometrial organoids are responsive to key cycle-related hormones P4 and estrogen (E2), can withstand long-term culture and passaging, making them an excellent candidate tool to investigate endometrial function. Collection of these cells requires an invasive endometrial biopsy procedure, however more recently, menstrual flow derived organoids have been produced which respond appropriately to hormonal cues [26]. This advancement improves accessibility and availability in menstruating species. Development of oviductal organoids from other species has also been achieved in cow, pig, dog, and horse [27]. Applying this technology to the endometrium to develop bovine endometrial organoids would provide an additional tool for understanding complex conceptus-maternal interactions in the peri-implantation period of pregnancy. Therefore, the aim of this study was to develop and characterise a method to generate bovine endometrial organoids that respond to key cues important for pregnancy success to facilitate higher throughput studies of endometrial function in vitro.

## Materials and methods

Unless otherwise stated, all reagents were sourced from Sigma (UK). All reproductive tracts were sourced from a licensed local abattoir in the UK from animals slaughtered for commercial meat production, and therefore ethical approval was not required.

### Optimization of organoid isolation process

Reproductive tracts were selected based on CL morphology as previously described (mid-late-luteal phase [28]). Tracts were washed with 70% ethanol, transferred to a hood and further washed with 70% ethanol (Figure 1A). The ipsilateral horn was identified, and the horn was cut above the uterine body. A cut was made down the horn toward the oviduct to expose the uterine endometrium. The endometrium was washed with 25 ml of endometrial wash buffer (Dulbecco Phosphate Buffered Saline (DPBS) and 1% ABAM) dissected from the underlying myometrium and placed in 25 ml of endometrial strip wash (HBSS with no calcium and magnesium and 1% antibiotic, antimycotic (ABAM)). The strip wash was removed and replaced with 25 ml HBSS to wash, before fragments were transferred to a petri dish for further dissection with a scalpel into approximately 1 mm fragments and returned to HBSS before digestion. Three different compositions of digestion solution were used to optimise yield of glandular epithelial cells, differing in concentration of dispase and DNase I. Each digestion composition contained 0.5 mg/ml collagenase II, 1 mg/ml bovine serum albumin and 0.000036% trypsin ETDA, along with either: 1) 100 mg/ml DNase I; 2) 100 mg/ml DNase I and 1 mg/ml dispase; or 3) 1 mg/ml DNase I and 1 mg/ml dispase.

**Figure 1:**
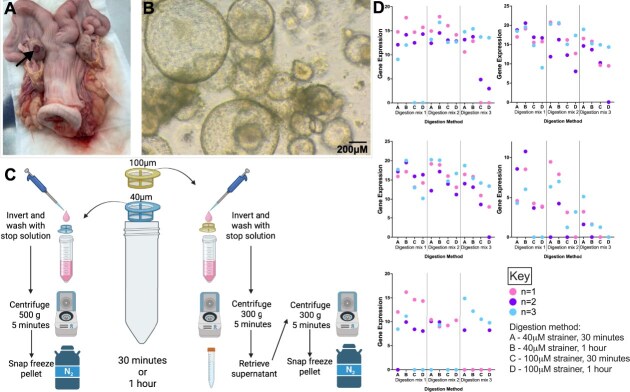
*Isolation of bovine endometrial organoids.* (A) Bovine uterus; note the corpus luteum—highlighted by arrowhead—in the mid-secretory phase. (B) Light microscopy image of organoids resulting from isolation by digestion method 1 and incubation time of 1 hr. (C) Schematic diagram demonstrating workflow of isolating cells to generate bovine endometrial organoids. Cells were isolated using different combinations of digestion solutions and fractions of cell strainers for varying times to determine optimal isolation methods for glandular organoid isolation. (D) Comparison of gland markers LIF, MUC1, KLF5, FOXA2, and IGFBP1, in cells using different isolation methods. Gene expression in cells isolated from the 40 μM strainer or the 100 μM strainer from bovine endometrium (*n =* 3) following either 30 min or 1 hr incubation at 38.5°C 5% CO2 in digestion mix 1 (0.5 mg/ml collagenase II, 100 μg/ml DNase), 2 (0.5 mg/ml collagenase II, 1 mg/ml dispase, 100 μg/ml DNase) or 3 (0.5 mg/ml collagenase II, 1 mg/ml dispase, 1 μg/ml DNase).

Each digestion composition was separately subjected to a 30 min and 1 hr incubation at 38.5°C whilst being agitated to optimise length of digestion. After incubation, solutions were filtered through two filters, firstly 100 μM and then 40 μM. Different fractions of the digestion were collected in order to select the one that was most glandular cell enriched. The first fraction was collected by inverting the 40 μM filter and rinsing with 5 ml stop solution (50 ml HBSS and 5 ml Foetal Bovine Serum (FBS)), followed by a 5 min centrifugation at 500 g. Supernatant was aspirated and pellet snap frozen in liquid nitrogen for subsequent analysis. The 100 μM filter was also inverted and rinsed with 5 ml stop solution; this fraction containing tissue chunks was centrifuged for 5 min at 300 g. The supernatant was transferred to another tube, centrifuged for 5 min at 500 g, supernatant aspirated and pellet snap frozen in liquid nitrogen. This process is represented in Figure 1C.

### RNA extraction, cDNA conversion, and qRT-PCR analysis

Total RNA was extracted from each fraction, at each time point, using the RNeasy Mini Kit and on-column DNase digestion as per manufacturer’s protocol (Qiagen). RNA concentration was determined using the DeNovix DS-11 FX+ spectrophotometer (DeNovix). Extracted RNA was reverse transcribed using the High-Capacity cDNA reverse transcription kit (Applied Biosystems) as per manufacturer’s protocol. Primers for selected glandular markers were designed using Primer Blast to span an exon-exon junction with a minimum product size of 50 and maximum of 100. Primers with the fewest unintended targets were selected and are listed in Table 1. Quantitative-Realtime PCR (qPCR) was carried out using SYBR green (Roche) with 5 ng cDNA per reaction. Quantitative-Realtime PCR was performed using the LightCycler 96 (Roche) under the following cycling conditions: preincubation at 95°C for 5 min; 45 cycles of 95°C for 10 sec, 56°C for 10 sec, 72°C for 10 sec; then melting at 95°C for 5 sec, 65°C for 1 min and 97°C continuously. Absolute quantification of data was obtained to collect Ct values using LightCycler96 software before exportation to Microsoft Excel for further analysis. Quantitative-Realtime PCR was carried out in technical triplicate, and the average Ct value of these three measurements was subtracted from 45 (the maximum possible Ct value) to calculate raw gene expression values for the selected markers of endometrial glands. Graphs were plotted using Graphpad Prism.

**Table 1:** *Table of primer sequences for gland markers for initial optimisations and classical and non-classical ISGs.* Primers were designed using Primer BLAST for transcripts of known glandular cell origin or classical/non-classical ISGs with a maximum product length of 200 bp and exon-exon spanning requirements

*Gene Name*	*Descriptor*	*Input Accession*	*Product length (bp)*	*Exon spanning*	*Forward sequence (5′-3-)*	*Reverse sequence (5′-3′)*
*IGFBP1*	Insulin-like growth factor binding protein 1	NM_174554.3	63	Yes	AGCGATGAGGCTACAGATACA	TGAGCTCTCTGGGGACACAT
*LIF*	Leukemia inhibitory factor	NM_173931.1	64	Yes	ACCAGCTGGGACAACTCAAC	CCCTGGGCCGTGTAATAGAG
*MUC-1*	Mucin-1	XM_005203610.4	80	Yes	ACTCCACCTACCACACCCAT	GCCTGCAGAAACCTCCTCAT
*KLF5*	Krueppel-like factor 5	NM_001083727.1	94	Yes	ACTACTGCGATTACCCAGGC	TTGTACGGCTTCTCACCAGT
*FOXA2*	Forkhead box protein A2	XM_025001047.1	72	Yes	GAGCCCGAGGGCTACT	CATGTACGTGTTGCCGT
*ISG15*	Interferon stimulated gene 15	NM_174366.1	78	Yes	TGACGGTGAAGATGCTAGGG	ACTGCTTCAGCTCGGATACC
*MX1*	*B. taurus* MX dynamin like GTPase 1	NM_173940.2	94	Yes	TCCATCCGACTACATTTCCA	CTGCCTCCTTCTCTCTGACC
*MX2*	MX dynamin like GTPase 2	NM_173941	102	Yes	GGGCAGCGGAATCATCACCC	AGCTGCTGCGTAATGTTGCGGTA
*RSAD2*	Radical S-adenosyl methionine domain containing 2	NM_001045941	118	Yes	GGTCTGCTGATGCTGAAAGA	GCTCCTGCTTACAGAACTTC
*FABP3*	Fatty acid binding protein 3	NM_174313.2	131	Yes	GTGCGGGAAATGGTTGAC	GTAGCCCACTGGCAGAAGAG

### Culturing of bovine endometrial organoids

Following optimisation steps above, digestive solution 1 (0.5 mg/ml collagenase II, 100 mg/ml DNase I, 1 mg/ml bovine serum albumin and 0.000036% trypsin ETDA) was used to fragment tissue for 1 hr, which was then passed through a 100 μM filter, followed by 40 μM filter. The 100 μM filter was discarded, whilst the 40 μM filter was inverted and rinsed with 5 ml of stop solution into a falcon tube. This was centrifuged at 500 × g for 5 min, the supernatant discarded, and the remaining pellet resuspended in 1 ml of Advanced DMEM/F12 medium. This was transferred to an Eppendorf tube and another 5 min centrifugation step (500 × g) was performed. The size of the pellet was estimated and resuspended in a volume of Advanced DMEM/F12 medium relative to pellet size—for a ‘just visible’ pellet approximately 200 μl was used and for a larger, readily visible pellet up to approximately 500 μl was used. Supplementary Figure 1 shows an example of this.

Glandular organoids were then cultured using the same method as previously described [25]. Keeping the Cultrex (Cultrex Reduced Growth Factor Basement Membrane Extract, Type 2, R&D Systems) on ice, 12 μl of resuspended cells was taken for each well and added to 48 μl of Cultrex. After gentle pipetting up and down to mix, a 60 μl drop was placed in the centre of a well of a 24 well plate. The 24 well plate was placed in the incubator for 30 min to set and afterwards each drop was covered with 500 μl of expansion media. The expansion media [25] is composed of Advanced DMEM/F12 (Life Technologies), N2 supplement (Life Technologies), B27 supplement minus vitamin A (Life Technologies), Primocin 100 μg/ml (Invitrogen), N-Acetyl-L-cysteine 1.25 mM (Sigma), L-glutamine 2 mM (Life Technologies), recombinant human EGF (Peprotech) 50 ng/ml, recombinant human Noggin 100 ng/ml (Peprotech), recombinant human R-Spondin-1400 ng/ml (Peprotech), recombinant human FGF-10 (Peprotech) 100 ng/ml, recombinant human HGF (Peprotech) 50 ng/ml, nicotinamide 10 nM (Sigma), and ALK-4, −5, −7 inhibitor (System Biosciences). Full details are provided in Table 2. The medium was replaced every 2–3 days.

**Table 2:** *Expansion media components, final concentrations, product numbers and suppliers used for culturing of bovine endometrial organoids* [25]

*Component*	*Final Concentration*	*Product Number*	*Supplier*
Advanced DMEM/F12	1X	12634010	Life Technologies
B27	1X	12587010	Life Technologies
N2	1X	17502048	Life Technologies
L-glutamine	2 mM	25030-024	Life Technologies
N-Acetyl-L-cysteine	1.25 mM	A9165-5G	Sigma
Nicotinamide	10 nM	N0636	Sigma
Primocin	100 μg/ml	Ant-pm-1	Invivogen
Stemmacs	500 nM	ZRD-A8-02	System Biosciences
Recombinant human Rspondin-1	400 ng/ml	120-38	Peprotech
Recombinant human Noggin	100 ng/ml	120-10c	Peprotech
Recombinant human FGF-10	100 ng/ml	100-26	Peprotech
Recombinant human EGF	50 ng/ml	AF-100-15	Peprotech
Recombinant human HGF	50 ng/ml	100-39	Peprotech

### Passaging of organoids

We also sought to determine for how long these organoids could be passaged. To test this, passages were carried out approximately every 10 days (or more at later passages where organoids were slower to expand), once the majority of organoids in the droplet had reached approximately >300 μm. If organoids were allowed to continue beyond this size they would begin to collapse and become dark in the centre. For passaging each well of the culture dish contained 500 μl of expansion media and one droplet consisting of the organoids in cultrex. These droplets were broken up in the well without removing culture media by manual pipetting 4–5 times. Two well’s worth of organoids i.e. 2 technical replicates were transferred to a single Eppendorf tube and centrifuged at 2400 × g for 6 min. The supernatant was removed and 150 μl advanced DMEM/F12 added, followed by manual pipetting 300 times to break up the organoids and residual Cultrex. One ml of advanced DMEM/F12 was added and tube centrifuged at 600 × g for 6 min before aspiration of supernatant. Another 150 μl advanced DMEM/F12 was added and subjected to manual pipetting a further 100 times before adding an additional 1 ml advanced DMEM/F12 and centrifuging at 1200 × g for 6 min. Following this centrifugation step, the majority of the supernatant was aspirated. The remaining media and organoid mixture was resuspended in multiples of 48 μl of ice-cold Cultrex depending on the number of wells to be seeded in a given passage. Organoids were usually split in a 1:3 ratio. Sixty μl drops were dispensed into the centre of wells of a 24-well plate and this was incubated at 38.5°C for 30 min to set, followed by addition of 500 μl expansion media.

### Characterisation of organoids via qRT-PCR and Immunoflouresence

In order to characterise the organoids, we examined expression of previously selected gland marker transcripts by qRT-PCR over time. Organoids (*n =* 3) were collected at regular time points by removing expansion media and adding 500 μl fridge cold PBS to soften Cultrex. Contents of the well were pipetted up and down manually 4 times before transfer to an Eppendorf tube for centrifugation at 600 g for 6 mins. Supernatant was then aspirated, and pellet was resuspended in PBS to wash followed by a repeat centrifugation. The supernatant was aspirated again and pellets snap frozen in liquid nitrogen for subsequent RNA extraction using Qiagen MiRNeasy Micro Kit following the manufacturers protocol. Reverse transcription and qRT-PCR were carried out as previously described above. At each time point, organoids were also imaged by light microscopy using the Olympus CKX41 microscope to assess morphology.

Organoids for immunofluorescence analysis were plated on 13 mm round coverslips within the wells. On collection of these organoids, expansion medium was removed, droplets overlaid with 20 μl Cultrex and placed in the incubator for 20 min to set. Five hundred μl of 4% formaldehyde was then added to the well for 30 min at room temperature. This was then removed and replaced with PBS and stored at 4°C until imaging. Fixative was washed away with PBS before samples were quenched in 50 mM ammonium chloride and permeabilised in 0.1% triton X-100 for 5 min. Samples were then incubated with rabbit anti-E-cadherin (Abcam, EP700Y), mouse anti-acetylated alpha tubulin antibody (Cell Signalling Technologies D20G3) or Ki67 (Abcam, ab15580) diluted 1/100 in PBS overnight at 4°C. Samples were subsequently washed with PBS and incubated for 1 hr at room temperature with Alexa-488-conjugated anti-mouse/rabbit secondary antibodies (Life Technologies, A32790/A32766) diluted 1/200 in PBS containing 1 μg/ml DAPI and 1/50 dilution of Alexa-568-conjugated phalloidin (Life Technologies, A12380). After washes, stained samples were mounted in mowiol on glass slides and imaged in Z stacks using an apotome-equipped Zeiss Axiophot inverted fluorescence microscope and Zeiss Zen software.

### Treatment of organoids with signals important for early pregnancy

Following isolation of organoids as described above, organoids (derived from *n =* 5 different animals) at passage 0, 8 days post isolation were treated with the following:

1) Control (no treatment), 2) Ethanol Vehicle (100% EtOH), 3) P4 (10 μg/ml progesterone), 4) PBS Vehicle (PBS), or 5) IFNT (1000 ng/ml recombinant ovine IFNT), for 24 hr. After 24 hr, the expansion media was removed and 500 μl of cell recovery solution added. Plates were placed on ice for 1 hr. Well contents were transferred to Eppendorf tubes, pooling 2 identical wells to ensure sufficient RNA yield. Centrifugation was carried out for 5 min at 500 × g and supernatant discarded. Cells were resuspended in 500 μl of PBS by manual pipetting. An additional centrifugation at 500 × g for 5 min was carried out before supernatant was removed and pellets snap frozen prior to RNA extraction.

### RNA sequencing and data processing

RNA was extracted as described above and sequencing carried out by Novogene Company Ltd (Cambridge, UK). RNA integrity and concentration was determined using the Bioanalyzer 2100 (Agilent Technologies USA) and Nanodrop (Thermo Fisher Scientific, USA). Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was prepared using Novogene NGS RNA Library Prep Set (PT042) following end repair, A-tailing, adapter ligation, size selection, amplification, and purification. The library was checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced (6 GB per sample) on Illumina Novaseq6000 platforms, according to effective library concentration and data amount and using the PE150 sequencing strategy.

Paired-end sequencing quality control was assessed through FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc) and multiQC [29]. Both adapters and low quality bases (QV < 20) were trimmed from reads’ extremities using Trimmomatic [30] with a minimum read length of 30 bp. An average of 23.2 million reads per sample were kept post-trimming for downstream analyses. All libraries were mapped against the bovine ARS-UCD1.2 release-109 reference genome (retrieved from https://ftp.ensembl.org/pub/release-109/fasta/bos_taurus/dna/Bos_taurus.ARS-UCD1.2.dna.toplevel.fa.gz) through STAR aligner [31] with default parameters. STAR-generated sorted BAM output files were used for assigning read counts to gene features with featureCounts [32] with the following parameters: -p -B -C -M -O --fraction. We relied on Bos_taurus.ARS-UCD1.2.109.gtf annotation file downloaded from the same ensembl ftp address above.

### Differential expression analysis

Differential expression analysis was performed using DESeq2 R package [33] on data from 25 samples with the following treatment groups (*n =* 5): (i) Control (Ctrl); (ii) IFNT; (iii) PBS; (iv) P4; (v) Vehicle Control (VC). For visualisation, size factors were estimated from the count data and the Relative Log Expression (RLE) normalisation was used to obtain regularised log transformed values. These normalised values were then used for principal component analysis (PCA) with plotPCA function in DESeq2 R package. Wald test was used on genes that passed an independent filtering step with the following pairwise comparison groups: IFNT vs PBS; P4 vs VC. Resulting p-values were adjusted for multiple testing using the Benjamini-Hochberg procedure. Genes with absolute fold change >2 and adjusted p-value <0.05 were considered differentially expressed. Results were visualized in a volcano plot using ggplot R package. All tools described in this paragraph were run under the R environment version 4.4.0.

### Functional enrichment analysis using DAVID and enrichment map

Selected genes from differential expression analysis were used for gene-set functional enrichment analysis with DAVID tool [34], setting species to *Bos taurus*. For each comparison pair, total number of genes and separately up- and downregulated genes were analysed. EASE score (modified Fisher Exact p-value of enrichment) was set to 0.05. Functional enrichment network was built based on DAVID output charts of gene-set enrichment for each comparison pair using EnrichmentMap app (v. 3.5.0) [35] in Cytoscape software (v.3.10.3) [36, 37] with edge cutoff set to 0.375 (merged Jaccard and Overlap coefficients). Autoannotate App (v.1.5.1) with MLC algorithm based on similarity coefficient was used to create annotated groups.

### In silico protein–protein interaction analysis using STRING

In silico protein–protein interaction analysis of selected genes was performed on the basis of the STRING database for *B. taurus* [38, 39]. Interaction networks were built based on the list of selected genes from each comparison pair using stringApp (v.2.1.1) [40] in Cytoscape with confidence cutoff score set to 0.4. Functional enrichment of formed clusters was performed using *B. taurus* genome as a background, enriched terms were analysed with varying redundancy cutoff settings.

### Expression of a conserved panel of microRNAs in bovine endometrial organoids in response to P4 and IFNT treatment

To test if these organoids can be used to assess key non-coding RNA molecules important for implantation, we investigated expression of a conserved set of microRNAs previously shown to be important for implantation [41]. MicroRNA expression in endometrial organoids treated with P4 and IFNT (as described above) was investigated using RNA from animals 1, 3, and 4. MiRCURY LNA RT Kit (Qiagen) was used—following manufacturers’ instructions—to reverse transcribe cDNA for qRT-PCR. Each reaction contained 10 ng/μl RNA. Custom miRCURY LNA miRNA PCR Panels (Qiagen, Cat #339330) were used which are preloaded with primers for conserved eutherian mammal specific miRNAs of interest [25, 41] and samples carried out in technical duplicate. Plates were run on the LightCycler 96 (Roche) PCR machine with the following cycle: 95°C for 2 min; 40 cycles of 95°C for 10 sec and 56°C for 1 min; followed by a melt curve analysis from 60 to 95°C. Cq values were obtained via LightCycler 96 software and transferred to Microsoft Excel for processing. ΔCt values were normalised by subtracting the 5S normaliser from each value. The transformation 2^-ΔCt^ was calculated for each value and transferred to GraphPad Prism for graphical representation. A one-way ANOVA with multiple comparisons was performed on the values to determine statistical significance.

### Culturing of organoids in a microfluidics device

Microfluidic devices were fabricated by soft lithography in polydimethylsiloxane (PDMS, Sylgard 184, Dow Corning, MI, USA). Liquid PDMS (10:1) was casted and cured on SU8 2100 moulds (Microchem, MA, USA). SU8 2100 photoresist was spun on a silicon wafer at 2000 rpm for 30 sec to obtain a 150 μm thick layer. Wafer covered with SU8 was exposed to UV light (wavelength = 375 nm, energy = 250 mJ/cm^2^) through a film photomask designed using computer-aided design (CAD) software (AutoCAD). Once cured, the PDMS layer was peeled off from the SU8 mould and inlet and outlet ports were opened using a 1.5 mm round puncher (Integra Mylex, NJ, USA). The device was then assembled by treating a glass slide (2.54 × 5.08 cm) and the PDMS layer by Oxygen Plasma (600mTorr, 100 W, 30s). 500 μL Pyrex cloning cylinders (Fisher Scientific, Pittsburg, PA, US), used as reservoirs for cell media, were bonded to the port regions using liquid PDMS. Prior to use, devices were sterilized by UV exposure (wavelength = 254 nm for 25 min). Briefly, the device consisted of a rhomboidal shaped chamber (area: 48.85 mm^2^) with 60° angled inlet and outlet microchannels. The design includes round PDMS pillars (diameter 100 μm) to provide structural support for the culturing chamber. For the culture of the organoids, the chamber was filled with Polyvinylpyrrolidone (PvP) to coat the chamber to avoid adhesion of cells, with the excess removed by a PBS wash. Subsequently, the organoids were loaded into the device and then incubated for 3 days. After this time, they were treated with IFNT as previously described.

## Results

### Optimisation of cell isolation process

In order to select the optimal protocol for isolation of bovine endometrial epithelial gland cells, two time points (30 min and 1 hr) and three digestion compositions were used, as well as collection of different fractions of digestion (Figure 1C) to be analysed. Isolation and culture of glands resulted in similar organoid gland morphology to that described in other species [25] (Figure 1B). Gland marker gene expression *IGFBP1, LIF, MUC-1, FOXA2,* and *KLF5* were measured by qRT-PCR (Figure 1D). There was consistently lower gland marker expression for all genes in cells obtained from digestion composition 3, as well as absence of each gland marker from at least 1 sample. Cells isolated using digestion 1 and 2 displayed similar, and higher (compared to digestion 3) gland marker expression values for each gene, which resulted in selection of Digestion 1 due to fewer components and it being consistent with the ability to isolate stromal cells from the same individual. Cells isolated from the 100 μM strainer show reduced gland marker expression for all animals at both 30 min and 1 hr timepoints compared to cells isolated from the 40 μM strainer. For this reason, cells collected from inverting the 40 μM strainer were selected for use. All gland markers exhibit higher expression following 1 hr incubation compared to 30 min. Overall, conditions selected were: 1 hr incubation with Digestion mix 1, using cells taken from the 40 μM cell strainer (Figure 1B).

### Response to passaging over time

Bovine endometrial organoids (*n =* 3) were cultured with imaging at regular time points to evaluate growth and passaging outcomes. Example images of organoids from one animal are shown in Figure 2. Images for other animals (*n =* 3) can be found in supplementary materials (Supplementary Figure 2 and 3). Similar trends can be identified in all animals. All three exhibit growth during passage 0 and 1, with animal 2 developing larger organoid structures than animal 1. Growth rate reduces at passage 2 and organoids do not expand to the size they previously reached. Growth is poor at passage 3 where there is little to no growth in any animal at any stage.

**Figure 2:**
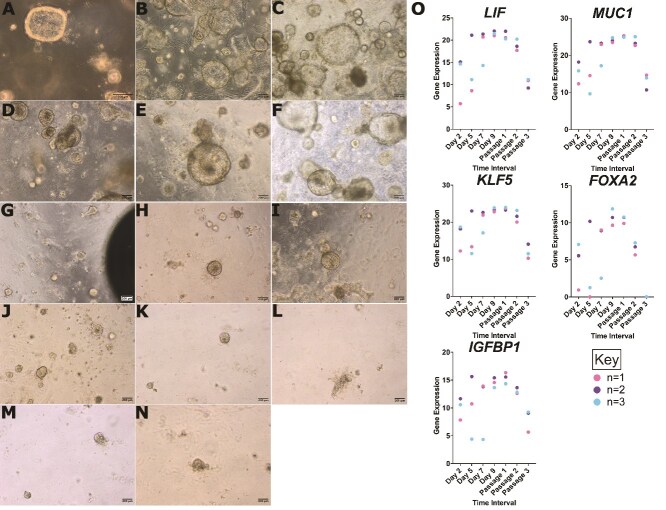
*Representative light microscopy images of bovine endometrial organoids (n = 2) at different time points of growth*. (A) Day 5, (B) Day 7, (C) Day 9, (D) Passage 1 + 5 days, (E) Passage 1 + 7 days (F) Passage 1 + 10 days. (G) Passage 2 + 2 days, (H) Passage 2 + 7 days, (I) Passage 2 + 10 days, (J) Passage 2 + 15 days. (K) Passage 3 + 3 days, (L) Passage 3 + 7 days, (M) Passage 3 + 10 days, (N) Passage 3 + 14 days. (O) Raw gene expression (raw CT value subtracted from 45—maximum CT value) of gland markers KLF5, MUC1, LIF, FOXA2 and IGFBP1 in bovine endometrial organoids (*n =* 3) at the following points of growth post isolation: day 2, day 7, day 9, passage 1 + 10 days, passage 2 + 15 days and passage 3 + 14 days.

Gland marker expression was measured by qRT-PCR over three passages to characterise gene expression in the organoids. Raw Cq values were used to test gland marker expression as a preliminary method of detection of expression. All five genes: *KLF5, MUC1, LIF, FOXA2* and *IGFBP1* were expressed in all animals (*n =* 3) but not necessarily at all time points (Figure 2O). *FOXA2* was not expressed at passage 3 in any animal and in fact this gene exhibits varied expression between animals at earlier stages. At very early stages (day 2, 5 and 7) for all genes, expression appears to vary dramatically between the animals. Upon reaching day 9 and during passage 1, gene expression of these five markers becomes similar. Expression of all five genes is reduced during passage 3.

### Localisation of markers of organoids

Fluorescence microscopy analysis of bovine endometrial organoids the confirmed apicobasal polarity of the cells, with actin staining strongly present at the apical domain facing the inner lumen of the organoids and anti-E-cadherin staining localised to basolateral cell membranes (Figure 3A). Anti-acetylated alpha-tubulin antibody was used to identify ciliated cells, however the antibody staining intracellular tubulin fibres only with no apically located cilia visible (Figure 3B).

**Figure 3:**
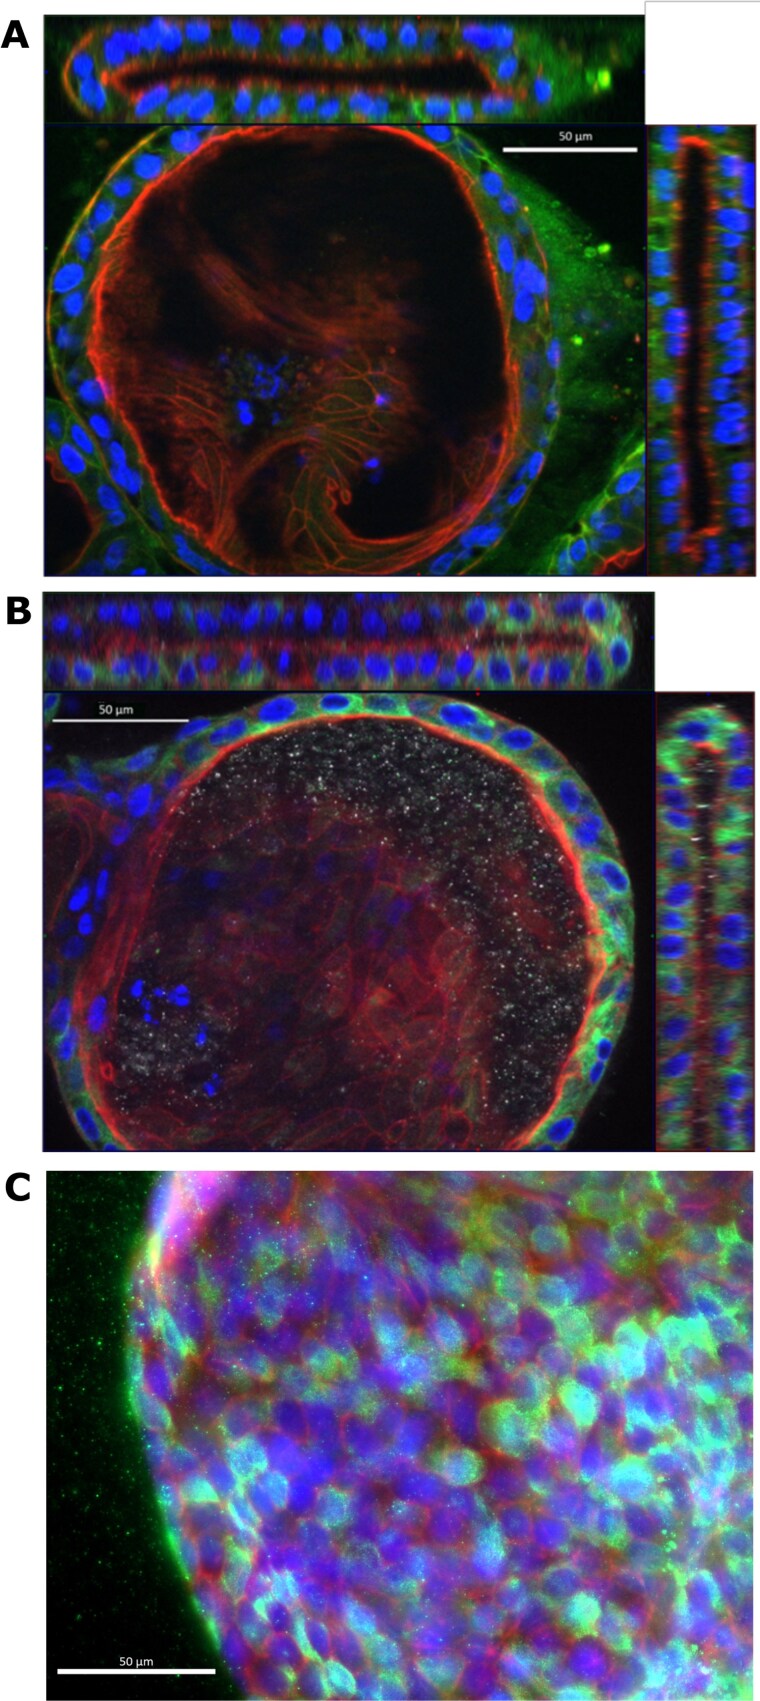
*Epithelial morphology of bovine endometrial organoids.* 3D fluorescence microscopy of (A) anti-E-cadherin (green), or (B) anti-acetylated alpha-tubulin with phalloidin (red) and DAPI (blue) stained bovine endometrial organoid. Main panel shows x-y cross section through the centre of the organoid and upper and rightmost panels show x-z and y-z cross sections, respectively. (C) Bovine endometrial organoid stained with Ki67 (green), DAPI (blue) and phalloidin (red).

### Transcriptional response of bovine organoids to progesterone

PCA demonstrated that biological replicate was responsible for the largest variance observed in the data (Figure 4A), however a clear separation of P4 treated organoids and vehicle or control treatments is evident. 

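Organoids from 5 animals were treated for 24 h with P4 at 10 µg/ml, with the ethanol vehicle (VC) or with media alone (Ctrl), on day 8 of passage 0, and 2 wells were pooled for each sample. The sample labels number the animals 1, 3, 4, 5 and 6. Each number occurs once in each treatment, so that n = 5 animals per group. Messenger RNA was selected with poly-T beads and sequenced from both ends. The authors trimmed the reads with Trimmomatic, aligned them to the bovine assembly ARS-UCD1.2 with STAR and assigned them to Ensembl genes with featureCounts. A read that fitted several places or genes was divided between them, so the deposited values are estimated counts. Counts of near-identical gene copies and of overlapping genes cannot be fully told apart. Total counts per sample ranged from 14.3 to 20.8 M in Ctrl, from 14.9 to 20 M in VC and from 13.4 to 16.5 M in P4. The paper reports an average of 23.2 M reads per sample after trimming, and the deposited counts sum to 17.2 ± 2.36 M per sample (SD, 25 samples).
Counts were rounded, and 15288 genes passed edgeR's filter on low counts in the 25 samples of Ctrl, VC, P4, PBS and IFNT. These were scaled with TMM factors and fitted together with edgeR's quasi-likelihood model. Genes were called changed at the thresholds of the paper, an adjusted p under 0.05 and a fold change above 2. Members of gene lists were counted at an adjusted p under 0.05 whatever their fold change. Levels are given as CPM with TMM-scaled library sizes. A fit with the animal as a block is given only where it changes a call or moves a count by more than 1.5 times. Values and counts with a replicate left out come from the fit without the block, unless the block is named. That fit leaves out the pairing of samples by animal. A blocked fit with 1 animal left out was added after the data were seen. In it, each of the 146 named gene values that could be tested kept its call or gained one. The deposited counts carry Ensembl identifiers only, and symbols were taken from Supplementary Tables 1 to 3 of the paper, which name 707 of their 774 genes. Lists of named genes were thus chosen by the study on these same samples, and a count of their changed members is not independent evidence. Adjusting over such a list alone uses p values that were already selected. It does not control false calls, and the counts it gives are descriptive.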

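FKBP5, which encodes a chaperone of steroid receptors, rose in P4 to 291 ± 124 CPM (SD, n = 5), a log2 fold change over VC of 1.42 (standard error 0.20, adjusted p = 0.000185 from edgeR). Over the 500 genes of highest variance in Ctrl, VC and P4 (regularized log counts), 72.1% of the variance lay between animals and 20.6% between treatments. The share between treatments was compared with that of all arrangements of the treatment labels within animals (exact permutation test, one-sided, p = 0.00309 over 7776 arrangements). The leading component held 33.4% of the variance, of which 91% lay between animals, and the next component held 24.2%. The nearest sample of each Ctrl and each VC sample came from the same animal. Of the 5 P4 samples, 3 lay nearest a sample of the same animal and 2 nearest another P4 sample.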

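The genes ABCG1, MT2A and CIITA, which responded to P4, did not pass the test between the ethanol vehicle and media alone. From Ctrl to VC, ABCG1, a cholesterol exporter gene, had a log2 fold change of 0.22 (standard error 0.28), and the metallothionein gene MT2A one of -0.42 (standard error 0.60). CIITA, the regulator of MHC class II genes, had a log2 fold change of 0.25 (standard error 0.16). The mean log2 CPM of 56 named interferon-stimulated genes was higher in VC than in Ctrl in 4 of 5 animals, by 0.151 ± 0.283 (SD, n = 5). Of 15288 genes tested, 0 changed between VC and Ctrl with edgeR, and 158 had an unadjusted p under 0.05. A block for the animal also gave 0 genes with edgeR (811 at an unadjusted p under 0.05). DESeq2 called 0 genes without the block (260 at an unadjusted p under 0.05) and 27 with it, 7 higher and 20 lower in VC. The distance between the VC and Ctrl samples of an animal, over the 500 genes of highest variance, was 6.25 ± 1.26, and that between P4 and VC was 16.9 ± 4.71 (SD, n = 5). The distance to P4 was the larger in 5 of 5 animals (exact sign-flip permutation test, two-sided, p = 0.0625, the smallest that 5 animals allow). Over all 14729 genes of these samples the distances were 24.7 ± 8.6 and 34.1 ± 6.59, with that to P4 the larger in 4 of 5 animals (exact permutation test, two-sided, p = 0.1875).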

Again, control samples cluster with corresponding vehicles suggesting the vehicle has minimal effect on detected differential expression. Following 24 h treatment with P4, there was a total of 169 significantly upregulated genes, with 102 significantly downregulated transcripts (Figure 4B; Supplementary Table 1). 

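P4 raised transcripts of steroid-responsive and metal-binding genes and of ABCG1 and lowered CIITA. Of 11 named steroid-responsive genes, 8 rose, 0 fell and 3 did not pass the test, and 11 rose when adjusted over the list alone. Among them, ALOX12, which encodes a lipoxygenase, rose from 19.6 ± 7.49 CPM in VC to 81.3 ± 31 CPM with P4 (SD, n = 5). MT2A rose from 10.5 ± 2.77 to 200 ± 216 CPM and MT1E, another metallothionein gene, from 9.9 ± 3.27 to 85.7 ± 82.5 CPM, and these copies may share reads. In replicate 6, MT2A reached 551 CPM with P4. Without replicate 6, the log2 fold change of MT2A was 3.34 in place of 4.26 and that of MT1E 2.48 in place of 3.11. Of 4 named genes of metal binding and zinc uptake, 3 rose, 0 fell and 1 did not pass (3 rose when adjusted over the list alone), among them the zinc importer gene SLC39A8 with a log2 fold change of 1.72 (standard error 0.22). ABCG1 rose from 33.8 ± 11.3 to 182 ± 41.3 CPM, a log2 fold change of 2.43 (standard error 0.29, adjusted p = 2.99e-05 from edgeR). SERPINA14, which encodes a uterine serpin, rose from 0.653 ± 0.576 to 13 ± 7.77 CPM (adjusted p = 0.0218). It did not pass without replicate 1, 4, 5 or 6 (adjusted p = 0.0915, 0.0546, 0.204 and 0.0642). CIITA fell from 18.8 ± 2.42 to 6.78 ± 1.11 CPM, a log2 fold change of -1.47 (standard error 0.17, adjusted p = 1.64e-05), and was lower with P4 in 5 of 5 animals. The cytochrome P450 gene CYP2S1 and the pattern recognition gene PGLYRP4 also fell, with log2 fold changes of -1.27 and -1.49.
In total, 119 genes were upregulated and 46 were downregulated. Fitted with the animal as a block, 588 genes changed, 264 up and 324 down, including 163 of the 165 genes called without it. DESeq2 called 169 genes up and 102 down. A fit of the P4 and VC samples alone gave 59 up and 8 down. Without replicate 1, 66 genes were up and 18 down, without replicate 3 143 and 85, without replicate 5 41 and 8, and without replicate 6 58 and 12. From the genes that differ and the processes enriched among them, the paper concludes that the organoids respond to P4.

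**Figure D1:**
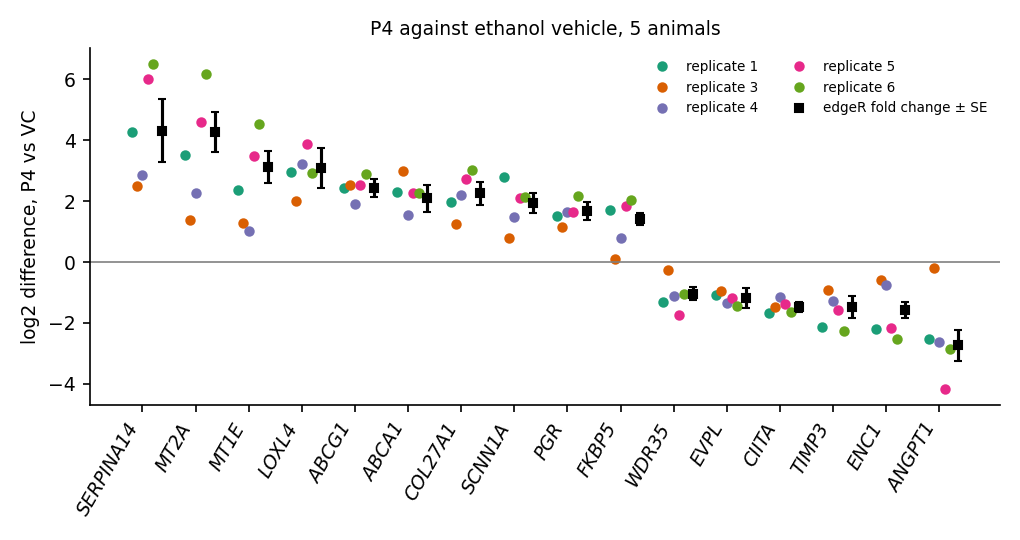
Log2 differences between the P4 and VC samples of each animal (coloured points, 1 per replicate) and edgeR log2 fold changes with their standard errors (black squares) for 16 genes. ABCG1 and MT2A lie above 0 and CIITA lies below 0 in 5 of 5 animals.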

Functional enrichment analyses of these genes were carried out and protein partner interaction networks were generated. For transcripts altered by P4, there is clear clustering of genes involved in cell migration, extracellular matrix and transmembrane transport (Figure 4). 

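Some genes of the extracellular matrix and of protease inhibitors, and the transport genes ATP1B1 and SLC13A5, changed with P4. Of 18 named genes of collagens and matrix remodelling, 6 rose, 1 fell and 11 did not pass the test (11 rose and 2 fell when adjusted over the list alone). COL27A1, which encodes a fibrillar collagen, rose from 16.5 ± 6.12 CPM in VC to 78.6 ± 28.1 CPM with P4 (SD, n = 5), a log2 fold change of 2.25 (standard error 0.38, adjusted p = 0.00147 from edgeR). LOXL4, a collagen cross-linking enzyme gene, rose from 118 ± 77 to 995 ± 589 CPM (adjusted p = 0.0094), and did not pass without replicate 1, 4 or 5 (adjusted p = 0.0899, 0.0617 and 0.105). ITGB3, an integrin gene of cell adhesion and migration, rose from 43.3 ± 14 to 166 ± 69.9 CPM (adjusted p = 0.00248; 0.0543 without replicate 1 and 0.0585 without replicate 6). TIMP3, which encodes an inhibitor of matrix metalloproteinases, fell from 207 ± 46.5 to 74 ± 38.5 CPM (adjusted p = 0.0226). Its fall did not pass without replicate 5 or 6 (adjusted p = 0.196 and 0.201). ATP1B1, a subunit gene of the sodium pump, rose from 132 ± 35.2 to 472 ± 191 CPM, a log2 fold change of 1.84 (standard error 0.27, adjusted p = 0.000446). The citrate carrier gene SLC13A5 rose from 5.2 ± 1.84 to 29.2 ± 21.6 CPM (adjusted p = 0.00236, and 0.0633 without replicate 5). Of 10 named protease inhibitor genes, 5 rose, 1 fell and 4 did not pass (7 rose and 1 fell when adjusted over the list alone). CSTB, which encodes an inhibitor of cathepsins, rose from 183 ± 22.7 to 374 ± 97.9 CPM. The blocked fit gave 12 matrix genes that rose and 1 that fell, and 7 protease inhibitor genes that rose and 2 that fell. The matrix genes that rose numbered 1 without replicate 1, 2 without replicate 5 and 2 without replicate 6, and the 1 that fell did not pass without replicate 5 or 6. The protease inhibitor genes that rose numbered 3, 2, 1 and 1 without replicates 1, 4, 5 and 6.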

Full network is shown in Supplementary Figure 4, and Supplementary File 1 provides an interactive view of the networks and data tables.

**Figure 4:**
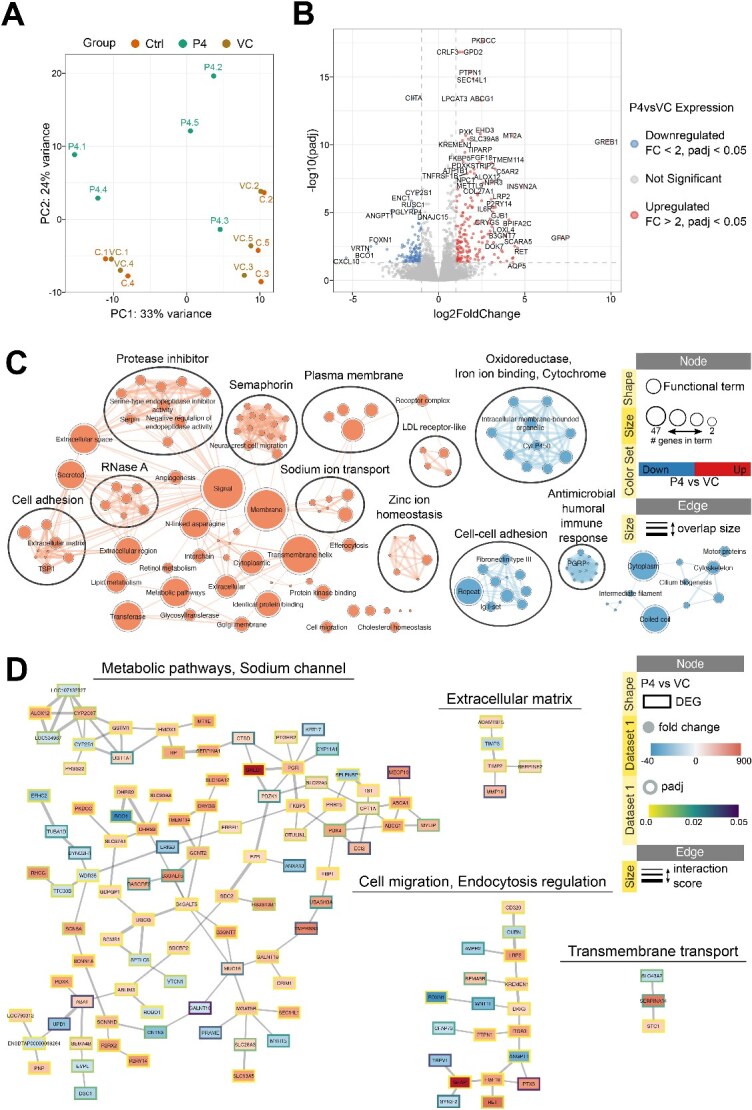
*Effect of progesterone treatment on bovine endometrial organoids.* (A) Principal component analysis plot representing variation in samples from control and treatment groups. Ctrl – Control; VC – vehicle control. (B) Volcano plot showing differentially expressed genes in P4 vs VC samples (Wald test, padj <0.05, |FC| > 2). Padj – adjusted p-value; FC – fold change. (C) Functional terms and pathways enriched in samples from treatment or control groups. Enrichment map displays enriched gene-sets based on differentially expressed genes in P4 vs VC organoids. (D) STRING network of predicted protein interactions for genes responding to P4. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp; only selected clusters are shown. Supplementary File 1 contains the web session of both networks for interactive view.

### Transcriptional response of bovine organoids to Interferon Tau

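Organoids of the same 5 animals were treated with recombinant ovine IFNT at 1000 ng/ml or with its vehicle PBS, and compared with PBS. Total counts ranged from 14.6 to 21.2 M per sample in PBS (median 15 M) and from 17.9 to 20.4 M in IFNT (median 18.8 M). From Ctrl to PBS, the antiviral gene RSAD2 had a log2 fold change of -0.29 (standard error 0.62) and did not pass the test. With edgeR, 0 of 15288 genes changed between PBS and Ctrl, and 112 had an unadjusted p under 0.05. A block for the animal also gave 0 genes with edgeR (605 at an unadjusted p under 0.05). DESeq2 called 0 genes without the block (199 at an unadjusted p under 0.05) and 39 with it, 12 higher and 27 lower in PBS.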

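The IFNT samples lay apart from the PBS and Ctrl samples, which grouped by animal. Over the 500 genes of highest variance in Ctrl, PBS and IFNT, 55.2% of the variance lay between animals and 40.5% between treatments (exact permutation of the labels within animals, one-sided, p = 0.01). The leading component held 44.8% of the variance, of which 86.7% lay between treatments, and the next held 22.6%, of which 95.8% lay between animals. Each of the 5 IFNT samples lay nearest another IFNT sample, and each PBS and Ctrl sample lay nearest a sample of the same animal. The distance between the PBS and Ctrl samples of an animal was 5.6 ± 1.16 and that between IFNT and PBS was 27.6 ± 3.44 (SD, n = 5), the larger in 5 of 5 animals. With 5 animals, the exact sign-flip permutation test (two-sided) cannot give a p under 0.0625, its value here. Over all 14992 genes of these samples the distances were 23.9 ± 7.08 and 42.8 ± 6.37, with that to IFNT the larger in 4 of 5 animals (exact permutation test, two-sided, p = 0.125).

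**Figure D2:**
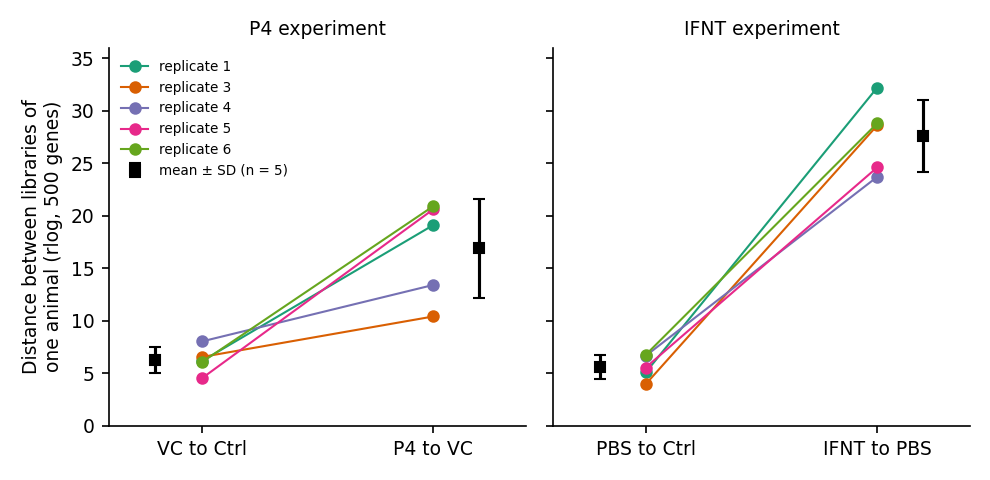
Distance between 2 samples of an animal (regularized log counts, 500 genes of highest variance), from vehicle to media-only control and from treatment to vehicle, for P4 and for IFNT. Lines join the values of each replicate and black squares give the mean ± SD (n = 5); the distance to the treated sample is the larger in every animal.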

Following 24 hrs exposure to IFNT, a PCA plot (Figure 5A) demonstrates that the largest source of variance was the organoids transcriptional response to IFNT, with IFNT treated organoids clustering to the right of the plot and vehicles and their respective controls clustering to the left. 

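IFNT raised genes of antigen presentation and complement and lowered the protein-coding genes of the mitochondrial genome. PLAC8B, a member of the PLAC8 family, rose from 2.94 ± 2.27 CPM in PBS to 201 ± 71.3 CPM with IFNT (SD, n = 5). The acetylcholinesterase gene ACHE rose from 1.65 ± 1.02 to 110 ± 58.8 CPM. Of 6 named complement genes, 5 rose, 0 fell and 1 did not pass the test (5 rose when adjusted over the list alone). C4A rose from 4.1 ± 0.378 to 87.2 ± 50.6 CPM, a log2 fold change of 4.41 (standard error 0.34, adjusted p = 3.91e-08 from edgeR). Without replicate 3 or replicate 5, 2 complement genes rose. Of 7 named genes of MHC class I presentation, 6 rose, 0 fell and 1 did not pass (7 rose when adjusted over the list alone), among them the peptide transporter gene TAP1, from 54.9 ± 9.51 to 248 ± 72.8 CPM. Of 4 named genes of MHC class II presentation, which include the regulator gene CIITA, 3 rose and 0 fell. The other, HLA-DRA, did not pass (4 rose when adjusted over the list alone). It lay above PBS by a log2 value of 0.921 in replicate 4 and of 1.22 to 1.52 in the other animals. HLA-DMB, a human symbol that the paper's tables give to the bovine gene, had a log2 fold change of 2.06 (standard error 0.38). Without replicate 5 or 6, 2 of the 4 rose. The gland marker gene MUC1 rose from 354 ± 42.5 to 787 ± 206 CPM. VIM, a stromal marker gene, fell from 472 ± 174 to 199 ± 90 CPM (adjusted p = 0.016), and did not pass without replicate 1, 5 or 6 (adjusted p = 0.0678, 0.148 and 0.0598). NPR1, a natriuretic peptide receptor gene, fell from 5.01 ± 1.36 to 1.43 ± 0.571 CPM.
All 13 protein-coding genes of the mitochondrial genome fell (13 when adjusted over the list alone), with log2 fold changes from -1.19 in COX1 to -2.30 in CYTB and a median of -1.80 (-2.33 without replicate 4). The mean log2 CPM of the 13 genes differed from PBS by -0.419 in replicate 4 and by -2.02 to -2.74 in the other 4 animals. CYTB fell from 2190 ± 407 to 444 ± 423 CPM (log2 fold change -3.16 without replicate 4). Reads of nuclear copies of these genes cannot be told apart from theirs. Counts of the 13 genes made up 4.18 ± 0.621% of all counts in PBS and 1.47 ± 0.705% in IFNT (SD, n = 5). As a set they fell against the other genes with limma's camera (adjusted p = 0.00596 with an estimated correlation between genes, and 0.0542 with the animal also as a block). In total, 351 genes were upregulated and 75 were downregulated. Blocking by animal gave 822 changed genes, 500 up and 322 down, including 422 of the 426 genes called without it. The downregulated genes numbered 38 without replicate 1, 140 without replicate 4, 36 without replicate 5 and 41 without replicate 6. They numbered 119 with DESeq2 and 43 in a fit of the IFNT and PBS samples alone.

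**Figure D3:**
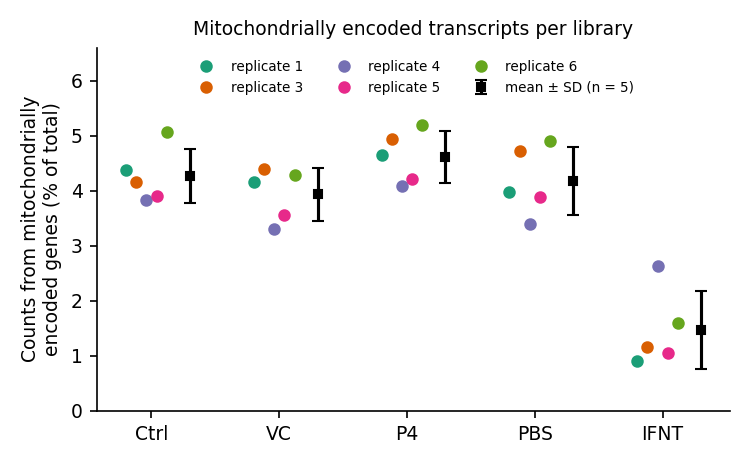
Percent of all counts that come from the 13 mitochondrially encoded protein-coding genes in each sample of Ctrl, VC, P4, PBS and IFNT. Points are replicates and black squares with bars give the mean ± SD (n = 5); each of the 5 IFNT samples lies under every other sample.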

Treatment with IFNT resulted in a total of 414 upregulated and 119 downregulated transcripts (Figure 5B, Supplementary Table 2). To understand the functional relevance of differentially expressed genes we undertook functional enrichment analyses and generated predicted protein–protein interaction networks. Figure 5C shows enriched functions, pathways and cellular components for up (red) and down (blue) regulated genes. 

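Antiviral genes and genes of ubiquitin and ISG15 conjugation rose together with IFNT. Of 56 named interferon-stimulated genes, 56 rose, 0 fell and all passed the test (56 when adjusted over the list alone), with log2 fold changes from 1.03 in TRIM25 to 5.21 in IFI27 (5.98 without replicate 5) and a median of 2.48. The study chose these genes on the same samples, so the counts are not independent evidence. IFIT1, which binds viral RNA, rose from 33.9 ± 31.9 CPM in PBS to 1170 ± 477 CPM with IFNT (SD, n = 5), a log2 fold change of 5.11 (5.71 without replicate 5). OAS2, which activates the decay of viral RNA, rose from 4.05 ± 2.4 to 90.6 ± 15.7 CPM, a log2 fold change of 4.49 (standard error 0.53, adjusted p = 3.78e-06 from edgeR). Both belong to families whose copies may share reads. Of 19 named genes of ubiquitin and ISG15 conjugation, 19 rose and 0 fell (19 when adjusted over the list alone), among them the ligase gene TRIM14 with a log2 fold change of 2.21. The immunoproteasome gene PSMB9 rose from 19 ± 6.54 to 72.5 ± 21.4 CPM. Of 8 named genes of apoptosis and necroptosis, 8 rose and 0 fell (8 when adjusted over the list alone). TNFSF10, which encodes the death ligand TRAIL, rose from 10.2 ± 3.72 to 85.2 ± 31 CPM. In the same IFNT samples the mitochondrially encoded genes held 0.901% to 2.64% of the counts, under the 3.3% to 5.19% of the other 30 samples.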

For these transcripts upregulated by treatment with IFNT, the largest cluster is associated with defence to virus, amongst other large clusters including proteolysis. Supplementary File 2 provides an interactive view of the networks and data tables. Selected clusters of predicted protein–protein interactions are displayed in Figure 5D; these demonstrate that there are roles of altered transcripts in virus defence and interferon signalling, with others relating to retinol metabolism, serine protease inhibitor and ion transport. 

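IFNT raised receptor and signalling genes of the JAK-STAT pathway and 3 protease inhibitor genes. Of 10 named JAK-STAT genes, 7 rose, 0 fell and 3 did not pass the test (8 rose and 1 fell when adjusted over the list alone). IL3RA, a cytokine receptor chain gene, rose from 1.8 ± 0.53 CPM in PBS to 50.1 ± 29.5 CPM with IFNT (SD, n = 5), a log2 fold change of 4.79 (standard error 0.47, adjusted p = 4.97e-07 from edgeR). STAT2, a part of the type I interferon signal, rose from 46.8 ± 5.61 to 124 ± 31.6 CPM. In the fit with the animal as a block, 8 of the 10 rose and 2 fell. Of 10 named protease inhibitor genes, 3 rose, 0 fell and 7 did not pass (3 rose when adjusted over the list alone). A2ML1, which encodes a broad protease inhibitor, rose from 16.1 ± 4.5 to 48.3 ± 14.7 CPM (adjusted p = 4.25e-05). TFPI2, a serine protease inhibitor gene, rose from 40.7 ± 15 to 94.8 ± 19.8 CPM (adjusted p = 0.00564, and 0.0704 without replicate 6). SERPINA5 rose from 0.482 ± 0.345 to 4.87 ± 2.93 CPM (adjusted p = 0.0248; 0.129 without replicate 1 and 0.111 without replicate 5). From defence to virus holding the most differentially expressed genes, the paper concludes that the organoids have a classical ISG response.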

Supplementary Figure 5 shows the full interaction network.

**Figure 5:**
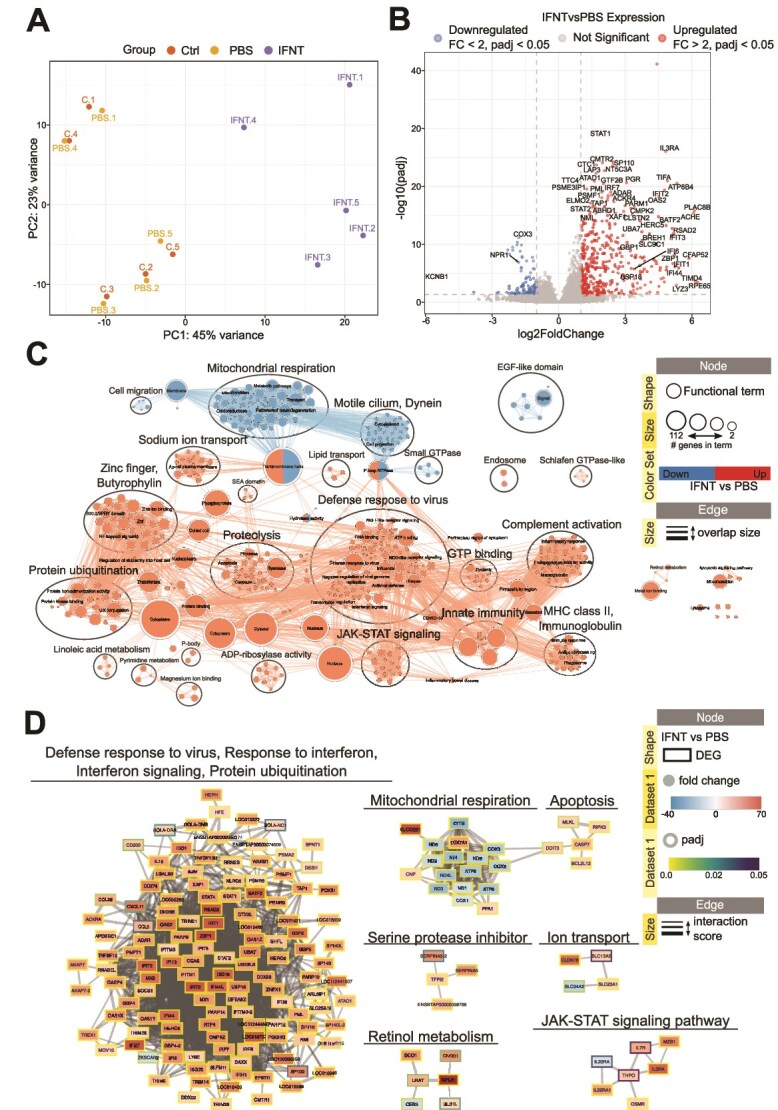
*Effect of IFNT treatment on bovine endometrial organoids.* (A) Principal component analysis plot representing variation in samples from control and treatment groups. Ctrl—Control; VC—vehicle control. (B) Volcano plot showing differentially expressed genes in IFNT vs PBS samples (Wald test, padj <0.05, |FC| > 2). Padj—adjusted p-value; FC—fold change. (C) Functional terms and pathways enriched in samples from treatment or control groups. Enrichment map displays enriched gene-sets based on differentially expressed genes in P4 vs VC organoids. (D) STRING network of predicted protein interactions for genes responding to IFNT. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp; only selected clusters are shown. Supplementary File 2 contains the web session of both networks for interactive view.

### Comparison of IFNT and P4 transcriptional response in bovine organoids

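RESF1 and ABTB3 rose with both P4 and IFNT. RESF1, which encodes a regulator of retroelement silencing, rose from 257 ± 72.6 CPM in VC to 753 ± 122 CPM with P4 (SD, n = 5), a log2 fold change of 1.55 (standard error 0.27). It rose from 271 ± 87.2 CPM in PBS to 604 ± 157 CPM with IFNT, a log2 fold change of 1.16 (standard error 0.27), and this rise did not pass without replicate 1 (adjusted p = 0.06 from edgeR). ABTB3, an ankyrin repeat gene, rose with log2 fold changes of 1.82 and 1.33. Its rise with P4 did not pass without replicate 5 or 6 (adjusted p = 0.0767 and 0.0704), nor its rise with IFNT without replicate 1, 5 or 6 (adjusted p = 0.102, 0.116 and 0.0629). In all, 13 genes changed with both treatments, against 4.6 expected if the 2 responses were independent. VC and PBS are different samples, so the 2 comparisons share no control sample. They do share the animals and the fit, so the expected number is a rough guide and not a test. The blocked fit gave 119 shared genes against 31.6 expected, and DESeq2 gave 30 shared genes. Without replicates 1, 3, 5 and 6 in turn, 5, 20, 4 and 3 genes were shared.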

Of the transcripts altered by IFNT or P4 in the organoids, 30 of them were shared between both treatments (Figure 6A; Supplementary Table 3). Twelve of these genes are altered in the same way (e.g. increased expression in response to P4 or IFNT treatment) in response to both treatments, and 18 in the opposite way (e.g. increased expression following P4 treatment and decreased expression following IFNT treatment). 

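Of the 13 shared genes, 6 changed in the same direction and 7 in opposite directions, against 2.96 and 1.64 expected if the responses were independent. SDC2, which encodes the heparan sulphate proteoglycan syndecan 2, rose from 17.1 ± 5.12 CPM in VC to 47.9 ± 19.1 CPM with P4 and fell from 18.9 ± 4.88 CPM in PBS to 8.86 ± 3.71 CPM with IFNT (SD, n = 5). Its 2 responses differed by a log2 value of -2.58 (adjusted p = 0.000813 from edgeR's test of the IFNT minus the P4 response). Without replicates 1, 5 and 6 in turn, SDC2 did not pass with P4 (adjusted p = 0.073, 0.167 and 0.131) or with IFNT (adjusted p = 0.183, 0.244 and 0.162). C16H1orf115 fell with P4 (log2 fold change -1.38) and rose with IFNT (1.41), a difference of 2.78 (adjusted p = 2.53e-05). Its fall with P4 did not pass without replicate 5 or 6 (adjusted p = 0.0627 and 0.0533). The response of CIITA, which fell with P4, differed between the treatments by 2.02 (adjusted p = 1.25e-05). KLHL14 fell with both treatments, with log2 fold changes of -1.37 and -1.45 and a difference of -0.07 (adjusted p = 0.973), a value that does not show them equal. Its fall with P4 did not pass without replicate 1, 5 or 6 (adjusted p = 0.121, 0.097 and 0.145).
The responses differed in 512 genes, of which 362 had the higher response to IFNT and 150 the higher response to P4. Blocking by animal gave 1204 genes (715 and 489). Without replicates 1, 5 and 6 in turn, 326, 317 and 321 genes differed. With the block, 39 shared genes changed in the same direction and 80 in opposite directions. With DESeq2 these counts were 12 and 18. The same-direction and opposite-direction counts were 1 and 4 without replicate 1, 7 and 13 without replicate 3, 2 and 2 without replicate 5, and 2 and 1 without replicate 6. From the small number of shared changes, the paper concludes that P4 and IFNT have different roles in these cells.

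**Figure D4:**
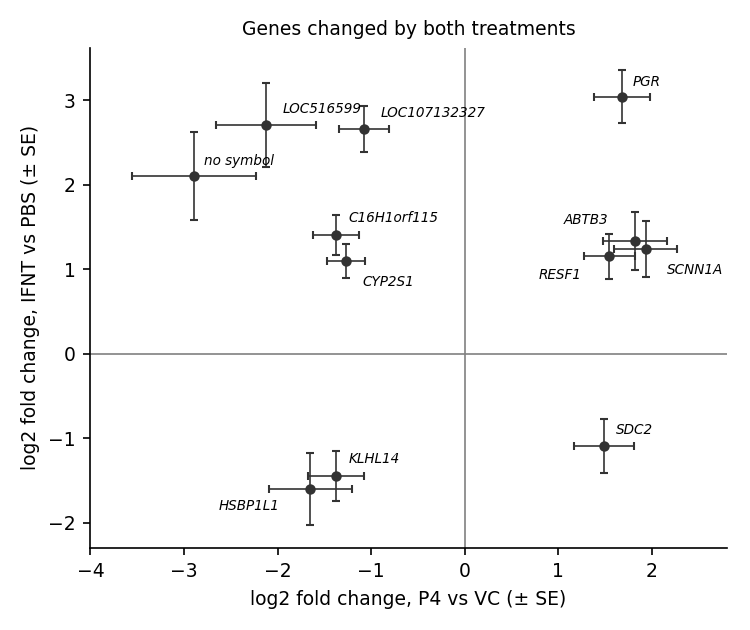
Log2 fold change with P4 against VC (horizontal axis) and with IFNT against PBS (vertical axis), with standard errors, for 12 genes that changed with both treatments. SDC2 lies at 1.49 and -1.09, and BCO1, which had 0 counts with P4, is not drawn.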

There were several enriched functional processes and pathways which involve a combination of genes altered by IFNT and those altered by P4. For example, the oxidoreductase cluster in the enrichment map involves genes from both IFNT (purple) and P4 (green) (Figure 6B). 

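CYP2S1, ALOX12, HMOX1 and BCO1 encode oxidoreductases that changed with P4, IFNT or both. CYP2S1, a cytochrome P450 gene, fell from 53.1 ± 7.61 CPM in VC to 22.1 ± 8.71 CPM with P4 and rose from 54.3 ± 5.61 CPM in PBS to 116 ± 20.6 CPM with IFNT (SD, n = 5). These 2 responses differed by a log2 value of 2.36 (adjusted p = 1.86e-05 from edgeR). ALOX12 rose with P4 only, with a log2 fold change of 2.05 (adjusted p = 0.000551) against -0.54 with IFNT (adjusted p = 0.381), and the difference of -2.58 passed the test (adjusted p = 0.000529). HMOX1, the heme oxygenase 1 gene, rose from 24.8 ± 4.19 to 67.1 ± 38.9 CPM with P4, higher in 4 of 5 animals (adjusted p = 0.0109). It was not among the genes recomputed with an animal left out. With IFNT its log2 fold change of 0.95 did not pass (adjusted p = 0.0647), and the difference of -0.49 did not pass (adjusted p = 0.693). DHRS9, a retinol dehydrogenase gene, rose from 4.42 ± 2.19 to 13.4 ± 7.34 CPM with P4 (adjusted p = 0.0126; 0.138 without replicate 1 and 0.135 without replicate 5). BCO1, which encodes an enzyme that cleaves beta-carotene, had 19 counts over the 5 VC samples and 0 over the 5 P4 samples. Against a floor of 3 counts over the group, it was 5.21-fold lower with P4 (adjusted p = 0.0061, and 0.0533 without replicate 6). This fold takes the VC counts as exact, so it is not a strict bound.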

In predicted protein–protein interaction network, sodium channel cluster involves Sodium Channel Epithelial 1 Subunit Alpha (SCNN1A), which is altered by both IFNT and P4, along with four genes altered by P4 and five genes altered by IFNT (Figure 6C, Supplementary Figure 6). 

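SCNN1A (ENSBTAG00000002631), the alpha subunit gene of the epithelial sodium channel, rose from 42.6 ± 16.7 CPM in VC to 163 ± 87.6 CPM with P4 and from 41 ± 12.5 CPM in PBS to 96.9 ± 19.7 CPM with IFNT (SD, n = 5). The log2 fold changes were 1.94 with P4 (standard error 0.34, adjusted p = 0.00168 from edgeR) and 1.24 with IFNT (standard error 0.33, adjusted p = 0.0218). The rise with IFNT did not pass without replicate 1, 3 or 5 (adjusted p = 0.116, 0.0721 and 0.128). The responses differed by a log2 value of -0.70, which did not pass (adjusted p = 0.547). SCNN1D, the delta subunit gene, rose from 13 ± 4.36 to 41.9 ± 25.6 CPM with P4 (adjusted p = 0.0252). This rise did not pass without replicate 1, 4, 5 or 6 (adjusted p = 0.0815, 0.0778, 0.196 and 0.252). Of 13 named genes of sodium transport, 4 rose with P4, 0 fell and 9 did not pass (6 rose when adjusted over the list alone). Blocking by animal gave 8 that rose. Without replicate 5, 2 rose, and without replicate 3, 6 rose.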

Collagen formation, and extracellular matrix is another cluster which exhibits multiple genes from each list functioning in the same cluster. 

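COL27A1, raised by P4, had a log2 fold change of -0.14 with IFNT that did not pass the test (adjusted p = 0.913 from edgeR). Its responses differed between the treatments by a log2 value of -2.39 (standard error 0.53, adjusted p = 0.00666), those of LOXL4 by -3.38 (adjusted p = 0.0235) and those of ITGB3 by -2.44 (adjusted p = 0.00278). Of the 18 named matrix genes, 2 rose with IFNT, 2 fell and 14 did not pass (2 rose and 6 fell when adjusted over the list alone). THBS3, a thrombospondin gene, rose from 10.5 ± 3.32 CPM in PBS to 21.2 ± 3.69 CPM with IFNT (SD, n = 5; adjusted p = 0.0316). It did not pass without replicate 1, 3, 5 or 6 (adjusted p = 0.183, 0.0967, 0.11 and 0.0844). HAPLN4, a hyaluronan link protein gene, fell with a log2 fold change of -1.82 (adjusted p = 0.0226; 0.156, 0.154 and 0.131 without replicates 1, 5 and 6). COL3A1, which encodes a fibrillar collagen, had 317 ± 133 CPM in PBS and 138 ± 42.7 CPM with IFNT and did not pass (adjusted p = 0.0573). It passed without replicate 4 (adjusted p = 0.0179) and with the animal as a block (adjusted p = 0.0122). VIM, a stromal marker gene, fell in the same samples from 472 ± 174 to 199 ± 90 CPM (adjusted p = 0.016; 0.0678, 0.148 and 0.0598 without replicates 1, 5 and 6), and the gland marker gene MUC1 rose from 354 ± 42.5 to 787 ± 206 CPM. The paper notes that some stromal cells can be present, and a lower share of them was not separated here from lower levels of matrix genes. With the block, 2 matrix genes rose and 8 fell with IFNT. Without replicate 1 or replicate 5, 0 rose and 0 fell, without replicate 3 0 rose and 2 fell, without replicate 4 2 rose and 4 fell, and without replicate 6 0 rose and 1 fell.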

Supplementary File 3 provides an interactive view of the networks and data tables.

**Figure 6:**
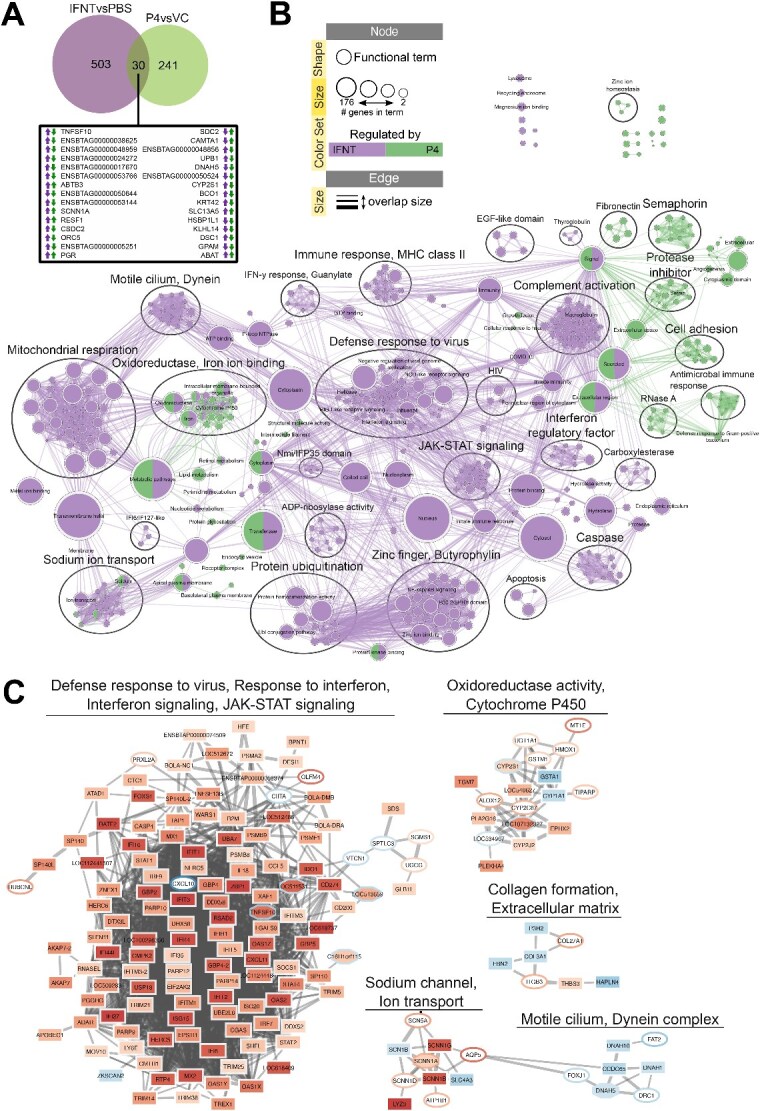
*Separate and shared effects of P4 and IFNT treatment on bovine endometrial organoids.* (A) Venn diagram depicting shared differentially expressed genes from P4 vs VC and IFNT vs PBS comparisons. (B) Functional terms and pathways enriched in organoids after P4 or IFNT treatments. Enrichment map displays enriched gene-sets based on differentially expressed genes in P4vsVC and IFNTvsPBS organoids. (C) STRING network of predicted protein interactions for genes responding to P4 or IFNT. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp; only selected clusters are shown. SupplementaryFfile 3 contains the web session of both networks for interactive view.

### Potential applications of bovine endometrial organoids

To investigate the future applications of this in vitro model, we examined expression of microRNAs conserved across placental mammals [41]. We detected expression of all 20 of these miRNAs in our endometrial organoids. Following this, we measured expression of the miRNAs in organoids treated with IFNT and P4. Treatment with 10 μg/ml P4 resulted in significantly (p < 0.05) reduced expression of both miR-378a-3p and miR-708-5p compared to control (Supplementary Figure 7). However, there was no significantly differential expression compared with the vehicle control (ethanol) suggesting that effects could be due to vehicle rather than P4 (Supplementary Figure 7). There was also no differential expression of the miRNAs in response to IFNT treatment (Supplementary Figure 8). Nonetheless, this data demonstrates that conserved microRNAs are expressed in the organoids. 

As future approaches will seek to culture these organoids in microfluidic devices, we cultured and treated organoids in these devices (Figure 7B), without flow. Firstly, it was possible to culture organoids in a microfluidic device: fragmentation and morphological changes were not observed, excluding detrimental effects of the pressure during loading and growth. However, treatment within the device with IFNT in static conditions, resulted in increased expression of *MX1* (p < 0.001), *ISG15* and *RSAD2* (p < 0.01), but there was no effect of IFNT on expression of *MX2* (p > 0.05) compared to control. For the non-classical *ISGs IGFBP1*, and *FABP3* there were no effects of IFNT on expression of these transcripts (p > 0.05) compared to non-stimulated groups (Figure 7C).

**Figure 7:**
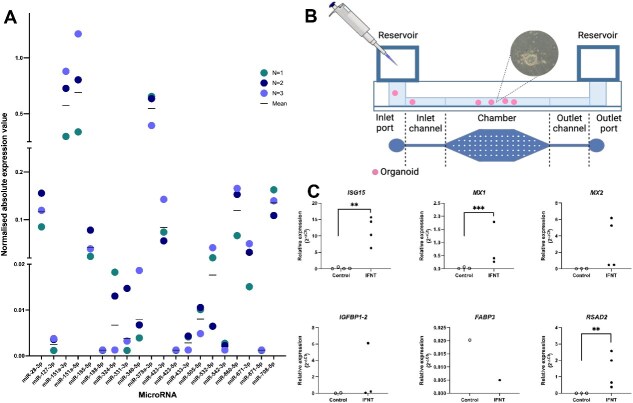
*Potential applications for bovine endometrial organoids as an in vitro model.* (A) Expression of selected microRNAs of interest in bovine endometrial organoids. Organoids (*n =* 3) were cultured for 9 days with no treatment and microRNA expression investigated by quantitative real-time PCR, with values normalised to 5 s. (B) Images comparing morphology of bovine endometrial organoids cultured in traditional static well conditions (top) and static microfluidic devices (bottom). (C) Quantitative real-time PCR analysis of selected canonical (*ISG15, MX1, MX2, RSAD2)* and non-classical ISGs (*IGFBP1, FABP3*) in organoids treated with IFNT (recombinant ovine IFNT 100 ng/μl) for 24 hrs in a microfluidic device under static conditions. Black circles represent gene expression in organoids following treatment with IFNT, white circles represent gene expression in organoids following PBS Control treatment. Significant differences in gene expression are marked with an asterix (*) when p < 0.05 or two asterix (**) when p < 0.01. Analysis was carried out using paired t-test.

## Discussion

Here, we have produced novel 3D glandular epithelial endometrial organoids from bovine endometrium which respond to key pregnancy molecules P4 and IFNT. Glandular endometrial organoids are a useful model for studying endometrial function and early pregnancy events such as implantation, as uterine gland secretions are thought to be vital for implantation and fertility [42]. We also demonstrate that these organoids express gland marker genes, conserved microRNAs, and can be cultured in microfluidic devices—vastly increasing the future research opportunities for this model. Moreover, these respond to P4 and IFNT and demonstrate a deep glandular phenotype, meaning that they respond in a phenotype specific manner to these pregnancy cues [43, 44]. Collectively these data show a novel way to study specific aspects of endometrial function in cattle.

The full extent of the essential interactions between conceptus and uterus required to support establishment of a successful pregnancy have yet to be fully elucidated. Organoids have been successful in different human systems including endometrium [26] and adding this form of complexity to the bovine endometrial system could help tailor a more physiological approach to investigate interactions in vitro. In our model, variation can be observed in growth rate and organoid size over time between animals. To some degree this highlights animal to animal variation which is to be expected, and has been previously shown in other in vitro bovine models [45, 46]. However, this could also be attributed to plating density, as cell pellet volume was estimated when resuspending to plate the cells. Furthermore, for the purpose of this experiment, each animal’s organoids were passaged on the same day irrespective of the organoid size, which may not have been at an optimal stage for some animals. It is possible that for some animals, the organoids never reached the appropriate size or cell density and so remained consistently smaller throughout the time course. A consideration for use of this model system is the limited longevity of the organoids, with growth halting at passage 3. This suggests that these organoids should be used for experiments during earlier passages for optimal results. However, primary cells are often difficult to maintain over a long period of time in culture [47]. The reduced longevity of our bovine endometrial organoids (passage 3) compared to e.g. human endometrial organoids (>6 months passaging every 7–10 days) may be related to species-specific differences in endometrial morphology, cell proliferation, differentiation, and cellular composition of the endometrium between species with different implantation strategies [43, 48]. For example, stem cell populations have been identified in the human endometrium and are responsible for responsible for re-population of the endometrium after it is shed post-menstruation [49]. This process does not occur in the bovine endometrium, and little is known as to whether there is a stem cell population or its density [50]. These factors may contribute to why there is limited longevity in the bovine organoid system compared to the human endometrial organoids. However, potential changes to the modify expansion media for species specificity may help with further passaging given this media was optimised for human endometrial organoid culture [25]. Future work to improve this model would be to analyse and optimise media composition which may improve growth and allow the organoids to persist in culture further than passage 3. A consideration for data interpretation of this system is the fact there can be some stromal cell contamination. Following passaging, we observe that these cells become fewer or absent due to the method in which the organoids are removed from the plate, which leaves behind any cells adhered to the bottom of the well. We are aware from previous work in our lab [6, 46, 51, 52] and by others [53] that it is challenging to achieve a 100% pure epithelial cell population from primary bovine endometrial cell isolation. Alternatively, this could highlight the potential for future co-culture systems involving a monolayer of stromal cells below a cultrex-supported droplet containing glandular organoids, as both cell types appear to survive in these conditions. The process of passaging itself was carried out on the same day for all animals, which may introduce variability due to animal differences in size of the organoids. However, within single animals there is also variation in size, and given the purpose for this experiment was initial characterization, passaging was carried out on the same day for all animals.

Candidate gland marker expression profile was quantified in the organoids to show presence or absence of gland markers (Figure 2O). At many stages of growth, the expression appears very similar between animals despite there being no normalization of the data. Large differences between gland marker expression during initial stages of passage 0 could be due to variation in organoid growth rate and differences in plating densities.

### Response to cues

We have shown that these organoids respond to some key cues important for early pregnancy. The organoids are P4 responsive, with many genes that are differentially expressed following exposure linked to and enriched in important biological processes during early pregnancy events. 

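GREB1 (ENSBTAG00000015402), a growth-regulating gene that responds to steroid hormones, was almost silent in VC and expressed with P4. Its level was 0.0243 ± 0.0334 CPM in VC and 21.6 ± 10.2 CPM with P4 (SD, n = 5). It had 2 counts over the 5 VC samples and 1531 over the 5 P4 samples, a ratio of 931 (95% counting interval 257 to 7690). This interval covers counting error only. The fitted log2 fold change was 9.47 (standard error 0.96, adjusted p = 4.2e-06 from edgeR; 10.13 without replicate 4), and GREB1 was higher with P4 in 5 of 5 animals. Against the media-only control, its log2 fold change was 7.33 (adjusted p = 1.11e-05). With IFNT, GREB1 had 6 counts over the 5 samples, and 10 over those of PBS (adjusted p = 0.78). INSYN2A, whose protein acts at inhibitory synapses, rose from 0.247 ± 0.0901 to 6.88 ± 5.59 CPM with P4, a log2 fold change of 4.74 (standard error 0.81, adjusted p = 0.00147).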

The gene exhibiting highest upregulation following P4 treatment is *GREB1* (growth regulating estrogen receptor binding 1). Fascinatingly, this gene in humans is characterised as a P4 regulated gene [54]; however, it is found to be necessary for stromal cell decidualization, which does not occur in non-invasive implantation as in bovine [55]. In other systems, *GREB1* is linked to oestrogen upregulation [56] and hormone induced growth of breast cancer [57] and prostate cancer [58]. Therefore, it is possible that P4 upregulation of *GREB1* in bovine organoids is important for growth and proliferation of the endometrium. Janus kinase 3 (*JAK3*) is another upregulated gene following P4 treatment, which modulates immune response; and an increased immune response has been observed when *JAK3* is inhibited in the intestine [59]. Correct control of the immune response during early pregnancy to allow tolerance of the developing, genetically different offspring is vital [60]. Considering that P4 is elevated during implantation and pregnancy [61], in turn upregulating expression of *JAK3*, this may be a mechanism to reduce immune response against the conceptus. Due to the vehicle for P4 being ethanol, there is a vehicle effect on the transcriptome, and changes in their expression patterns need to be taken with caution. However, the PCA plot shows clustering of the vehicle and control treatments together, with clear separation of P4. 

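The P4 samples were also compared with media alone. MT2A had a log2 fold change of 3.84 from Ctrl to P4 (adjusted p = 0.00126 from edgeR), ABCG1 one of 2.64 (adjusted p = 1.12e-05) and FKBP5 one of 1.42 (adjusted p = 0.000172). CIITA fell from Ctrl to P4 with a log2 fold change of -1.21 (adjusted p = 0.000172). In total, 157 genes were higher and 82 were lower with P4 than in Ctrl, including 150 of the 165 genes called against VC. The same 5 P4 samples enter both comparisons, so part of this overlap is expected. EVPL, which encodes the cornified envelope protein envoplakin, passed against VC (adjusted p = 0.0493) and not against Ctrl (log2 fold change -0.88, adjusted p = 0.115). Against VC it did not pass with any 1 animal left out, with adjusted p values of 0.117, 0.0954, 0.133, 0.23 and 0.0642 without replicates 1, 3, 4, 5 and 6. A blocked comparison, added after the data were seen, gave 321 genes higher and 395 lower than in Ctrl.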

Future experiments could use a form of P4 which is soluble in a different vehicle, however these are often less pure.

From our data we demonstrate bovine endometrial organoids also respond to the pregnancy recognition signal IFNT, with those transcripts that are differentially expressed implicated in processes important for early pregnancy. Defence to virus is the pathway containing the largest number of differentially expressed genes demonstrating that bovine organoids have a classical ISG response to IFNT. 

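The antiviral effector genes ISG15, MX1, MX2 and RSAD2 rose with IFNT in 5 of 5 animals. ISG15 (ENSBTAG00000014707), which encodes a ubiquitin-like modifier, rose from 53.1 ± 56.3 CPM in PBS to 1520 ± 414 CPM with IFNT (SD, n = 5), a log2 fold change of 4.84 (standard error 0.92, adjusted p = 0.00114 from edgeR). MX1 (ENSBTAG00000030913), an antiviral GTPase gene, rose from 256 ± 159 to 1870 ± 519 CPM, a log2 fold change of 2.87 (standard error 0.56, adjusted p = 0.00168). MX2 (ENSBTAG00000008471), another GTPase gene of the same family, rose from 86.9 ± 89.8 to 2040 ± 672 CPM, a log2 fold change of 4.55 (standard error 0.93, adjusted p = 0.00243), and MX copies may share reads. RSAD2 (ENSBTAG00000016061), which encodes viperin, rose from 38.4 ± 30.6 to 1310 ± 397 CPM (adjusted p = 4.65e-05). Each of these 4 genes passed the test with any 1 animal left out. In the PBS sample of replicate 5, ISG15 lay at 152 CPM and MX2 at 241 CPM. Without replicate 5, the log2 fold changes of ISG15, MX2 and RSAD2 were 5.71, 5.31 and 5.68, in place of 4.84, 4.55 and 5.09. The IFNT minus the P4 response of ISG15 was a log2 value of 5.39 (adjusted p = 0.00599).

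**Figure D5:**
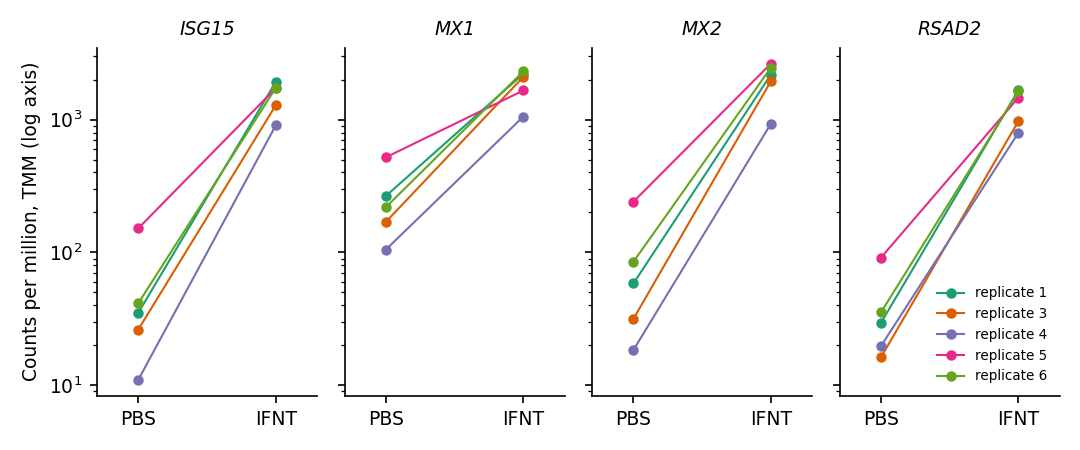
CPM (TMM-scaled, log axis) of ISG15, MX1, MX2 and RSAD2 in the PBS and IFNT sample of each animal. Lines join the samples of a replicate, and every line rises in each of the 4 genes.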

Genes that have classical ISG response in the organoids include upregulation of *MX1, MX2,* and *ISG15*. Ion transport is another biological process enriched in genes altered by IFNT treatment. 

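Some genes of sodium channels, exchangers and other carriers of sodium changed with IFNT. SCNN1G, the gamma subunit gene of the epithelial sodium channel, rose from 0.31 ± 0.288 CPM in PBS to 4.9 ± 4.04 CPM with IFNT (SD, n = 5), a log2 fold change of 3.91 (standard error 0.81, adjusted p = 0.00255 from edgeR). SLC9C1, a sodium and proton exchanger gene, rose from 0.506 ± 0.352 to 6.78 ± 3.76 CPM (adjusted p = 4.46e-05). SLC23A1, which carries sodium with vitamin C, rose from 22.5 ± 4.85 to 45.1 ± 9.9 CPM (adjusted p = 0.00181). Of 13 named genes of sodium transport, 6 rose, 2 fell and 5 did not pass the test (7 rose and 3 fell when adjusted over the list alone). The counts were 3 up and 0 down without replicate 1 or 5, 4 and 1 without replicate 3, and 5 and 1 without replicate 6. With the animal as a block, 7 rose and 3 fell.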

As the ULF is known to contain ions [62], and the organoids display deep glandular phenotype, this may indicate that conceptus produced IFNT acts upon the deep gland cells to alter composition of the ULF in order to support conceptus development and implantation. 

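Some genes of retinol storage and of retinoid and carotenoid conversion changed with IFNT in both directions, most at low counts. BCO1 rose from 0.148 ± 0.0802 CPM in PBS to 1.11 ± 0.827 CPM with IFNT (SD, n = 5; adjusted p = 0.0013 from edgeR). It had 13 counts over the 5 PBS samples and 102 over the 5 IFNT samples, a ratio of 7.34 (95% counting interval 4.11 to 14.3). LRAT, which stores retinol as esters, rose from 1.01 ± 0.619 to 3.24 ± 2.04 CPM, higher in 4 of 5 animals (adjusted p = 0.0443). It did not pass without replicate 1, 4, 5 or 6 (adjusted p = 0.19, 0.112, 0.0986 and 0.167). The carboxylesterase gene CES3 fell from 4.91 ± 1.58 to 1.94 ± 0.375 CPM (adjusted p = 0.0228), and did not pass without replicate 1, 3, 5 or 6 (adjusted p = 0.0642, 0.0769, 0.17 and 0.0829). DHRS3, which reduces retinal, had a log2 fold change of 1.13 that did not pass (adjusted p = 0.337) and passed with the animal as a block (adjusted p = 0.0141). Of 7 named genes of retinol metabolism, 5 could be tested, of which 2 rose, 1 fell and 2 did not pass (2 rose and 1 fell when adjusted over the list alone). With the block, 3 rose and 1 fell. Without replicate 1, 5 or 6, 1 rose and 0 fell, and without replicate 3 2 rose and 0 fell. RPE65 and AOX4 lay under the filter on low counts and were not tested. RPE65, a retinoid isomerase gene, had 76 counts over the IFNT samples and 0 over the PBS samples. Against a floor of 3 counts over the group this was 23.7-fold higher, with the IFNT counts taken as exact. AOX4, an aldehyde oxidase gene, had 84 and 11 counts, a ratio of 7.15 (95% counting interval 3.8 to 14.9).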

STRING interaction networks also highlight retinol metabolism, with differentially expressed genes involved in this process significantly upregulated with high fold changes. Retinol metabolism is important for correct development of the conceptus during early development, and it is likely that this process is involved in interactions between the endometrium and conceptus [63].

When comparing response of the glandular endometrial organoids to IFNT and P4, 30 transcripts are changed by both treatments. Enrichment maps and STRING networks are interesting as they demonstrate the interaction between the genes altered by each or both treatments, as both molecules are present during the peri-implantation period. According to transcriptional response by the organoids, it is clear these molecules have specific and different roles when interacting with these deep glandular phenotype cells of the endometrium, with only a small number changing the same pathways and networks. For example, collagen formation and extracellular matrix is highlighted as a network in which genes from both treatments interact. Extracellular matrix remodelling is a vital process during early stages of pregnancy to support implantation and subsequent placentation, with dynamic changes in extracellular matrix protein abundance throughout [64]. It appears P4 and IFNT contribute to this by acting upon the deep glandular epithelial cells of the endometrium. In addition, the differences in response of these organoids to P4 and IFNT likely reflect the fact this is a deep gland phenotype of the organoids i.e. they retain expression of progesterone receptor and have a classical ISG response compared to e.g. the luminal epithelial cells during pregnancy recognition.

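PGR (ENSBTAG00000024648), the progesterone receptor gene, was expressed in these organoids and rose with both treatments. It rose from 7.33 ± 2.39 CPM in VC to 23.6 ± 9.12 CPM with P4 and from 6.35 ± 1.75 CPM in PBS to 52.4 ± 15.5 CPM with IFNT (SD, n = 5). The log2 fold changes were 1.68 with P4 (standard error 0.30, adjusted p = 0.0019 from edgeR) and 3.04 with IFNT (standard error 0.31, adjusted p = 8.97e-07). The rise with P4 did not pass without replicate 6 (adjusted p = 0.0554). The difference of 1.36 between the responses did not pass (adjusted p = 0.061), and passed with the animal as a block (adjusted p = 5.48e-05). MUC1, a gland marker, did not pass with P4, at 376 ± 51.6 CPM in VC and 395 ± 72.6 CPM with P4 (adjusted p = 0.889). Its IFNT minus P4 response was a log2 value of 1.08 (adjusted p = 0.00234). LIF, KLF5, FOXA2 and IGFBP1 cannot be found in the deposited counts by symbol and were not analysed here.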

Our microfluidic experiment shows that it is possible to culture bovine endometrial organoids within microfluidic chambers which will allow experiments utilising this model to be carried out under controlled dynamic fluid exchange and tuned shear stress. The allows us to test hypotheses in an environment that better mimics the in vivo scenario. In addition, organoids have also been treated with IFNT within these devices, and the results indicate that this upregulated expression of genes that are increased in deep uterine glands during the pregnancy recognition process in ruminants i.e. it mimics the in vivo response [65]. This increase in expression was found for both static culture and culture within microfluidic devices. This is important as the endometrium responds to the pregnancy recognition signal. In vivo, both classical and non-classical *ISGs* are stimulated in the different cells of the endometrium [61]. We show that these organoids express classical ISGs following IFNT stimulation but not non-classical ISGs. This could be due to duration of exposure as previous in vitro approaches have shown that 24 hr exposure is sufficient to induce classical *ISGs* but non-classical requiring more sustained exposure [66]. Another major benefit of this protocol is for the possibility to isolate luminal epithelium and stromal cells as well as organoids from the same animal. This will facilitate future complex building of in vitro models incorporating all three cell types.

Interestingly, many of the miRNAs identified to be conserved across placental mammals [41] are expressed in these bovine endometrial organoids. Whilst none of the miRNAs exhibited differential expression in response to IFNT or P4, these data would be more conclusive with a larger sample size due to the variation between individuals which is already a known issue. These miRNAs have been previously shown to exhibit differential expression in response to other important peri-implantation factors in epithelial cells of various species with different implantation strategies [41, 67, 68]. Specifically modelling the deep endometrial epithelial gland component in this study means that there was no expected mode of change for these miRNAs, as this model allows us to investigate this for the first time. In response to P4 treatment, the vehicle has a large effect on expression of many of the miRNAs. This being 100% ethanol, a different vehicle such as water or DMSO would be beneficial to examine differential expression in response to P4 without the influence of the vehicle.

Future approaches will involve isolation of secretome from the organoids, culture under flow conditions to examine transcriptional response in a more physiologically accurate model, knockout of specific genes via CRISPR/CAS9, as well as optimisation of culture components to be species-specific. Furthermore, incorporation of stromal cells to produce endometrial assembloids which has already been achieved in humans [69, 70] would assist in creating an in vitro multicellular model of the bovine endometrium for investigating early pregnancy events.

In conclusion, we have characterised a bovine endometrial organoid culture method that results in expression of markers of endometrial glands and has important organoid features. Moreover, we show it responds to the two key molecules responsible for changing the transcriptomic landscape of the bovine endometrium during early pregnancy [71]. Collectively these data show a novel 3D method to investigate events in early pregnancy including implantation, endometrial function and communication between the mother and conceptus.

## Supplementary Material

Edge_et_al_Supplementary_Tables_ioaf252

Supplementary_Figures_ioaf252

## Data Availability

Data in the process of being uploaded to GEO. Accession number will be provided in revised version.

# Supplementary material for: Bovine endometrial organoids: a new tool to study conceptus-maternal interactions in mammals
**Source:** Biol Reprod. 2025 Nov 14;114(4):1241–57. doi: 10.1093/biolre/ioaf252
**Supplement:** Supplementary_Figures_ioaf252

Supplementary figure legends

**Supplementary Figure 1:** Example image of cell pellet collected during organoid isolation before resuspension. This size pellet would be resuspended in 500 μl Advanced DMEM.

**Supplementary Figure 2.** Light microscopy images of bovine endometrial organoids (n=1) at different time points of growth. **(A)** Day 5, **(B)** Day 7, **(C)** Day 9, **(D)** Passage 1 + 5 days, **(E)** Passage 1 + 7 days **(F)** Passage 1 + 10 days. **(G)** Passage 2 + 2 days, **(H)** Passage 2 + 7 days, **(I)** Passage 2 + 10 days, **(J)** Passage 2 + 15 days. **(K)** Passage 3 + 3 days, **(L)** Passage 3 + 7 days, **(M)** Passage 3 + 10 days, **(N)** Passage 3 + 14 days**.**

**Supplementary Figure 3.** Light microscopy images of bovine endometrial organoids (n=3) at different time points of growth. **(A)** Day 5, **(B)** Day 7, **(C)** Day 9, **(D)** Passage 1 + 5 days, **(E)** Passage 1 + 7 days **(F)** Passage 1 + 10 days. **(G)** Passage 2 + 2 days, **(H)** Passage 2 + 7 days, **(I)** Passage 2 + 10 days, **(J)** Passage 2 + 15 days. **(K)** Passage 3 + 3 days, **(L)** Passage 3 + 7 days, **(M)** Passage 3 + 10 days, **(N)** Passage 3 + 14 days**.**

**Supplementary Figure 4.** Effect of P4 treatment on bovine endometrial organoids. STRING network of predicted protein interactions for genes responding to P4. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp. Supplementary file 1 contains the web session of the network for interactive view.

**Supplementary Figure 5.** Effect of IFNT treatment on bovine endometrial organoids. STRING network of predicted protein interactions for genes responding to IFNT. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp. Supplementary file 2 contains the web session of the network for interactive view.

**Supplementary Figure 6.** Separate and shared effects of P4 and IFNT treatments on bovine endometrial organoids. STRING network of predicted protein interactions for genes responding to P4 or IFNT. The Markov Cluster Algorithm (MCL) was used for clustering based on interaction score, with granularity set to 2 and edge weight cutoff set to 0.4. Protein interaction clusters were analysed for functional enrichment within StringApp. Supplementary file 3 contains the web session of the network for interactive view.

**Supplementary Figure 7.** Effect of P4 on expression of selected microRNAs of interest in bovine endometrial organoids. Bovine organoids (n=3) treated for 24 hrs with 1) control, 2) vehicle - ethanol (volume equal to that of progesterone treatment added to well) or 3) 10μg/ml progesterone. Expression quantified by qRT-PCR and values normalised to 5s. Differences in expression were determined using an ANOVA with Tukey's multiple comparisons test where statistical significance was met when the adjusted p value <0.05.

**Supplementary Figure 8.** Effect of IFNT on expression of selected microRNAs of interest in bovine endometrial organoids. Bovine organoids (n=3) treated for 24 hrs with 1) control - PBS (volume equal to that of IFNT treatment added to well) or 2) 100 ng/µl recombinant ovine IFNT. Expression quantified by qRT-PCR and values normalised to 5s. Differences in expression were determined using an ANOVA with Tukey's multiple comparisons test where statistical significance was met when the adjusted p value <0.05.

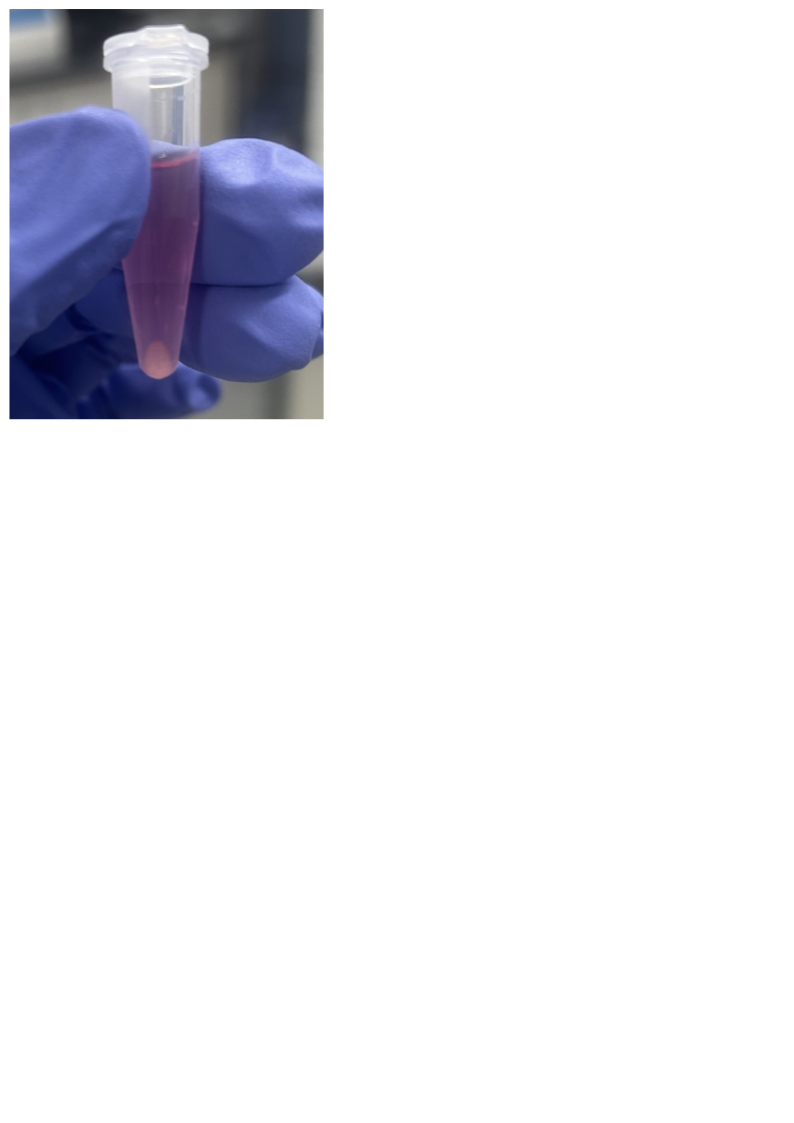

**Supplementary Figure 1.**

**Supplementary Figure 2.**

**Supplementary Figure 3.**

**Supplementary Figure 4.**

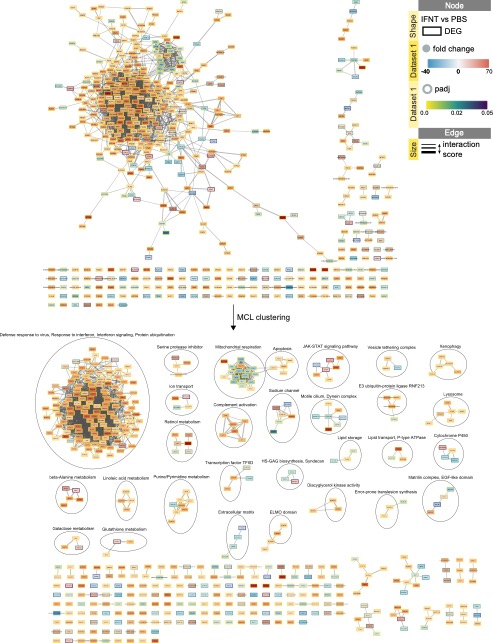

**Supplementary Figure 5.**

**Supplementary Figure 6.**

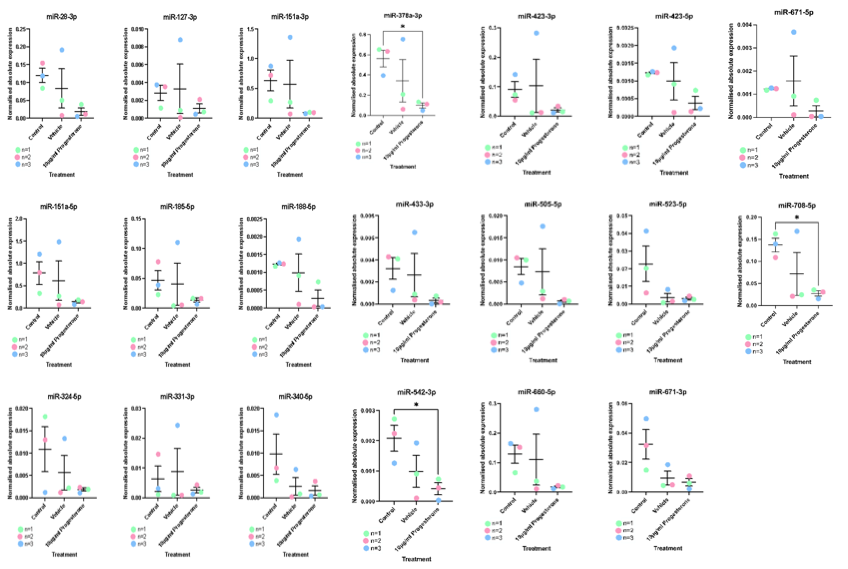

**Supplementary Figure 7.**

**
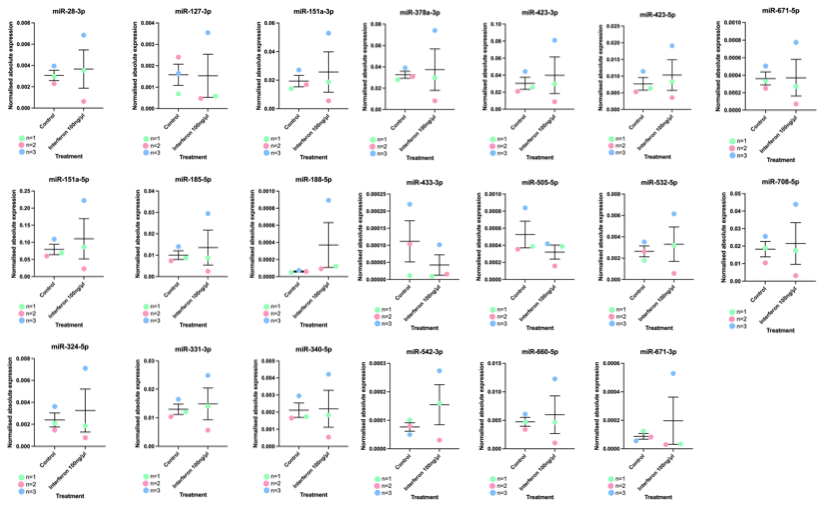
**

**Supplementary Figure 8.**

How the deposited data were processed for this re-analysis (not part of the article)

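Bovine endometrial organoids of 5 animals were treated in 7 ways for 24 h: media alone (Ctrl), ethanol (VC), P4, PBS, IFNT, and the proteins CAPG and PDI at 1000 ng/ml, which the paper's results do not report. This gives 35 RNA-seq samples, each with a condition and an animal number in its label. The numbers are 1, 3, 4, 5 and 6, whereas the paper's figures number the animals from 1 to 5, and values are given here with the numbers of the labels. That a number stands for the same animal in each treatment comes from the labels and was checked in the data. After the treatment means were removed, all 35 samples correlated best with a sample of their own number. The 105 pairs of samples with the same number had correlations from 0.362 to 0.823 (median 0.657), and pairs with different numbers had a median of -0.187. No 2 samples were identical among the 595 pairs compared.

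The authors deposited estimated counts for 27607 Ensembl genes, made with STAR and with featureCounts set to count read pairs and to divide reads with several positions or several genes. Tool versions and the strand setting are not given in the sources used here. Counts were rounded to whole numbers. Total counts per sample ranged from 13.4 to 21.4 M, with medians of 19.4 M in Ctrl, 16.2 in VC, 15 in P4, 15 in PBS, 18.8 in IFNT, 19.1 in CAPG and 17.6 in PDI. A count of 0 over a group was read as a floor of 3 counts over the group, and counting intervals (95%) cover counting error only. A fold against this floor takes the counts of the other group as exact and leaves out variation between animals.

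Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test, robust), after filterByExpr (minimum count 10, minimum total 15) and TMM scaling, with Benjamini-Hochberg adjustment. The 25 samples of Ctrl, VC, P4, PBS and IFNT were fitted together (15288 genes), as in the paper, and all 35 samples were fitted together for CAPG and PDI (15639 genes). A gene was called changed at an adjusted p under 0.05 and a fold change above 2, the thresholds of the paper. The paper names no animal term, so the main model held none, and a model with the animal as a block was an alternative. The difference between the P4 and IFNT responses was tested as a contrast in the same model. Shared genes were set beside the number expected if the responses were independent. Principal components and distances used regularized log values from DESeq2 1.42.0 and the 500 genes of highest variance, and exact permutation tests. Lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2), with a preset correlation of 0.01 and with an estimated correlation, for lists with at least 4 named genes. List members were counted at an adjusted p under 0.05 alone. R 4.3.3, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used.

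The alternatives were DESeq2 size factors, no filter on low counts, the animal as a block, the DESeq2 Wald test with and without the block, the adjusted p alone, the samples of the compared groups alone, the mitochondrially encoded genes left out, each animal left out, all 35 samples, and media alone as the control. These choices, the gene lists and the rule for naming genes were made before the data were examined. The block with each animal left out and the block with media alone as the control were added later.

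The genes named in the text were chosen by a rule. For P4 and for IFNT these were the 10 largest rises and the 10 largest falls among genes with a symbol that passed the thresholds, changed the same way in all 5 animals and had a mean count of at least 20. Genes that the paper names, up to 4 members of each list and the shared genes were added, and for CAPG and PDI the 5 largest changes in each direction. Some genes that the rule chose are not reported here. Values in the paper's tables had been seen when the rule was written. The plan was to match list members by names in the deposited counts or the reference. The counts hold Ensembl identifiers only, and 0 of 27607 matched the reference, so symbols come from Supplementary Tables 1 to 3, which name 707 of 774 genes. List members outside these tables were not analysed. A count adjusted over a list alone uses p values of genes that the study had already selected, so it does not control false calls. Of 34 lists written beforehand, 30 had a named member and 18 had at least 4. The exception is the list of 13 mitochondrially encoded genes, which is complete.

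The test was tried on counts simulated from the means, library sizes and dispersions of the samples, with 200 changed genes per comparison, called at an adjusted p under 0.05. The changed genes had a mean count of at least 20 and the same fold in every animal, and the dispersions came from the blocked fit. The numbers called thus do not cover changed genes of lower count or responses that differ between animals. Over 6 draws, at a log2 change of 1, it called 50 to 69 of 100 genes for P4, 56 to 70 for IFNT, 62 to 74 for PDI and 61 to 70 for CAPG. At a log2 change of 2, it called 91 to 93, 88 to 95, 88 to 97 and 87 to 95 of 100. Of the unchanged genes it called 0 for P4 and 0 to 1 for IFNT, PDI and CAPG. With the block it called 88 to 90, 87 to 94, 86 to 94 and 89 to 94 of 100 at a log2 change of 1, 98 to 100, 99 to 100, 99 to 100 and 100 at a log2 change of 2, and 5 to 15, 5 to 18, 8 to 14 and 6 to 11 unchanged genes. Measurements by qRT-PCR, imaging and microfluidic culture have no deposited counts and were not analysed here.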

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

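The tests of variation between samples in the mitochondrial share, of the media-only control and of single animals for PDI, and of ethanol for P4 were chosen after the results were seen. The other tests were set before.

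All 13 mitochondrially encoded genes fell with IFNT, and 3 technical explanations were tested against this. Dilution by the genes called up with IFNT is excluded, since these took 6.23 ± 1.36% of the counts in the IFNT samples and 23.5% would be the least needed. A rise of nuclear transcripts outside the calls was not tested. Counts relative to the total cannot show a rise common to all of them. Size factors shifted by the changed genes are excluded, with a median log2 fold change of -1.78 under factors from nuclear genes outside the calls. The highest share with IFNT (2.64%, in replicate 4) lay under the lowest of the other 30 samples (3.3%), so their spread did not reach the IFNT shares. This comparison was set after the shares were seen, and chance is not excluded. Over 5 animals the paired sign-flip permutation test of the mean log2 CPM cannot give a p under 0.0625, its value here. In replicate 4 that mean differed from PBS by -0.419 with IFNT and by 0.354 with CAPG, so variation stays open for this animal. An action of IFNT on mitochondrial RNA may be proposed as a hypothesis and was not tested. PNPT1, which degrades mitochondrial RNA, rose with IFNT (log2 fold change 2.55, adjusted p = 4.36e-06 from edgeR), as 1 of 351 genes called up. A difference in RNA integrity or cell death also stays open as untested.

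With PDI, a treatment that the paper does not report, 1 gene (ENSBTAG00000011487, chosen after its values were seen) was higher than in PBS and 0 were lower with edgeR (201 at an unadjusted p under 0.05), and 44 were higher and 0 lower with the animal as a block. Without the block 9 genes passed without replicate 4 and 0 without replicate 1, 3, 5 or 6. PBS samples that lie low by themselves are excluded as the whole cause for the 44 genes. PBS against media alone, a comparison without PDI samples, had a median log2 fold change of 0.125 over them (lower quartile -0.0462), whereas their median rise with PDI was 1.51. A single animal is excluded as the whole cause, since with the block at least 22 genes passed with any animal left out (22 without replicate 5 and 72 without replicate 4). Of 35 tested genes higher with PDI than with CAPG in the blocked fit, 24 had a log2 fold change of 0 or less with IFNT (fit without the block). The other 11 lay above 0, 0 of the 35 were called up with IFNT, and 45.3% of all genes lay above 0. For this set the values argue against traces of IFNT as the whole cause, but a sign alone decides nothing for a single gene. Traces stay open for genes that IFNT raised. The interferon-stimulated genes lay above PBS with a median log2 fold change of 0.527 and 0 of 56 passing with or without the block (40 when adjusted over the list alone with the block; camera, adjusted p = 0.115 with an estimated correlation). With IFNT and no block, HLA-DMB and TNFSF10 rose, and HLA-DRA did not pass but lay above PBS by log2 values of 0.921 to 1.52 in the 5 animals. With PDI and the block, HLA-DMB, TNFSF10 and HLA-DRA rose by log2 values of 0.56, 1.00 and 0.73 (adjusted p = 0.014, 0.0219 and 0.014). The mean of 4 MHC class II genes was above PBS by 0.438 ± 0.304 (SD, n = 5) in 5 of 5 animals, with 0.00816 in replicate 4. Against media alone the difference was 0.319 ± 0.463, higher in 4 of 5 animals. With CAPG this mean also lay above PBS in 5 of 5 animals, by 0.144 ± 0.0736. PBS differed from media alone by -0.119 ± 0.196, so low PBS samples stay open as part of the rise of this list. An action of PDI, an impurity of the protein or chance could each underlie the rise. With the block, 2 of 16 splits of the PDI and PBS samples, the real one included, gave 44 genes.

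With P4, the mean log2 CPM of 4 MHC class II genes differed from VC by -0.734 ± 0.13 (SD, n = 5), and that of 56 interferon-stimulated genes by -0.462 ± 0.281, each lower in 5 of 5 animals. The MHC class II list includes the regulator CIITA. Of its 4 genes, 1, CIITA, passed the test with P4, and 3 passed with the animal as a block. The log2 differences from VC per animal were -1.15 to -1.67 in CIITA, -0.731 to -0.981 in HLA-DMB and -0.0352 to -0.875 in HLA-DRA. CIITA thus weighs heavily in the mean, and the mean without it was not computed. Against media alone the MHC class II genes differed by -0.672 ± 0.141, lower in 5 of 5 animals. The P4 samples hold ethanol as well, so a comparison with media alone cannot separate P4 from ethanol. VC, with ethanol alone, differed from media alone by 0.0627 ± 0.267 in these genes, lower in 2 of 5 animals. The interferon-stimulated genes differed from media alone by -0.311 ± 0.398 with P4, lower in 3 of 5 animals. In VC they differed by 0.151 ± 0.283, higher in 4 of 5. The falls against VC were measured with ethanol in both groups, and an action of P4 without ethanol was not tested. As sets, the 2 lists had camera adjusted p values of 0.0018 and 0.00499, and of 0.0584 and 0.756 with an estimated correlation. An action of P4 on CIITA, the regulator of MHC class II genes, may be a hypothesis for the other genes of the first list and was not tested. As CIITA is in that list, the list mean is no evidence for it.

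Other splits of the same samples were compared with the real ones. The 100 splits without a block held the 16 that part the 2 samples of every animal and 84 drawn from the rest. For P4 (165 genes, highest other split 75), IFNT (426, highest other 209) and the difference between the responses (512, highest other 0), 1 split, the real one, reached the value. The animals pair the samples, however, and the 84 splits leave the 2 samples of some animals in one group. The share over 100 splits thus does not measure chance. The 16 that part all 5 pairs had highest others of 6, 0 and 0 genes. They are too few for a share under 0.05, so chance is not excluded, though the real split gave the most genes. The splits with 75 and 209 genes part 3 pairs. For the shared genes (13, highest other 4) 1 of 100 splits, the real one, reached the value, but a split with few P4 genes can share few, so this comparison decides nothing about sharing. For VC against Ctrl (highest other 1), PBS against Ctrl (highest other 0), CAPG against PBS (highest other 0) and CAPG against PDI (highest other 2) the real count was 0, so that 100 of 100 splits are as large by construction and the comparison decides nothing. For PDI against PBS, 3 of 100 splits were as large as the real 1 gene, the real one included. The other 2 called 3 and 5 genes, several times the real count, which points to a structure of the samples, and 0 genes passed without replicate 1, 3, 5 or 6, so this share is not taken to exclude chance. With the block, 16 splits are too few for a share under 0.05, with 588 genes for P4 (highest other 194), 822 for IFNT (214), 44 for PDI (44) and 37 for CAPG against PDI (29). Of these 16 splits 1 was as large for P4, IFNT and CAPG against PDI, and 2 for PDI.

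CAPG against PDI gave 37 genes with the animal as a block, all higher with PDI, and 0 without it (102 at an unadjusted p under 0.05; 1 gene with DESeq2). Without replicates 5 and 4 the blocked count was 10 and 51. Single animals also lay far from the other 4. Of 229 groups of 5 values tested, 11 held such an animal, where chance gives about 1 in 20 groups, or 11.4. Replicate 4 held 6 of the 11, all with IFNT. Its log2 difference from PBS was -0.512 in CYTB, -0.499 in TRPA1, -0.492 in DNAH1, -0.222 in CCDC65, 0.0103 in KLHL14 and 0.0247 in CIITA, each nearer 0 than in the other animals. With P4, replicate 3 lay at 1.37 in P2RY14 and at 0.304 in ALOX12. With IFNT, replicate 3 lay at -0.35 in LRAT and replicate 1 at 2.42 in DHRS3. The mean of the interferon-stimulated genes was 0.343 higher in PBS than in Ctrl in replicate 1, and lower in the other 4 animals.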

How the results depend on the processing

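The media-only control with the block, and the block with each animal left out, were chosen after the results were seen. The balance of directions turned in 2 results. P4 raised more genes than it lowered without the block (119 and 46) and lowered more with it. The genes changed by both treatments (6 same, 7 opposite direction) leaned further to opposite directions with the block. They leaned to the same direction with the adjusted p alone, without replicate 4 (9 same, 8 opposite) and without replicate 6 (2 same, 1 opposite). Without replicate 5 the counts were equal (2 and 2). The treatment shares of variance passed the permutation test under every alternative run for them, from 16.5% to 25.1% for P4 and from 27% to 44.8% for IFNT. The distance from vehicle to the treated sample exceeded that from vehicle to media alone by 8.76 to 15.5 for P4 and by 18.9 to 28.1 for IFNT, where 28.1, from log2 CPM in place of regularized log counts, lay further from 22 than the spread between animals. The 146 values of named genes were recomputed 2026 times under the alternatives set beforehand, of which 1760 kept direction and side of the threshold, 242 fell below it, 24 rose above it and 0 reversed. With the block 138 named values were kept, 8 rose above the threshold and 0 fell below. With 1 animal left out and no block, 16 to 53 named values fell below it. With 1 animal left out and the block, 137 to 140 kept their side of the threshold, and the other values tested rose above it. Size factors, no filter and leaving out the mitochondrial genes kept every count of changed genes within 1.5 times. For the counts that moved further, the cause was not tested, except that a fit of fewer samples has fewer degrees of freedom.

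With the animal as a block, P4 changed 588 genes (264 up, 324 down), IFNT 822 (322 down), PDI 44 (44 up), CAPG against PDI 37 (37 down), the difference 1204 (715, 489) and both treatments 119 (39 same, 80 opposite direction). With edgeR, the block left VC, PBS and CAPG against their controls at 0, and changed no other count by more than 1.5 times. With DESeq2, P4 changed 271 (102 down), IFNT lowered 119, PDI 5 (5 up), CAPG against PDI 1 (1 down) and both 30 (12, 18). With DESeq2 and the block, P4 changed 631 (287, 344), IFNT 873 (544, 329), VC 27 (7, 20), PBS 39 (12, 27), CAPG 113 (48, 65), PDI 173 (101, 72), CAPG against PDI 167 (64, 103), the difference 1456 (842, 614) and both 128 (41, 87). With the adjusted p alone, P4 changed 348 (248, 100), IFNT 1033 (743, 290) and both 57 (40, 17). In fits of the compared groups alone, P4 changed 67 (59, 8), IFNT lowered 43 and PDI changed 0 (0 up). With all 35 samples P4 lowered 72.

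Against media alone, P4 lowered 82 genes and PDI changed 3 (3 up). With media alone and the block, P4 changed 716 (321, 395), IFNT 806 (295 down) and PDI 61 (61 up). With an estimated correlation, 19 list tests passed instead of 51 of 126.

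With an animal left out, P4 changed 49 to 228 genes (41 to 143 up, 8 to 85 down), IFNT 305 to 523 (267 to 383 up, 36 to 140 down), PDI 0 to 9 (0 to 9 up) and CAPG against PDI 0 to 4 (0 to 4 down). The difference counted 317 to 546 (239 to 374 up, 68 to 175 down) and both treatments 3 to 20 (1 to 9 same, 1 to 13 opposite). With the block and replicates 1, 3, 4, 5 and 6 left out in turn, P4 changed 478, 700, 642, 451 and 435 (227, 317, 285, 212 and 198 up, 251, 383, 357, 239 and 237 down). IFNT changed 626, 777, 1018, 728 and 713 (at most 561 up, 216, 254, 457, 239 and 261 down). PDI changed 44, 26, 72, 22 and 44 (70 up and 2 down without replicate 4, all up otherwise), and 23, 14, 51, 10 and 14 were lower in CAPG than in PDI. Depth limits genes of low count: GREB1 had 2 counts over VC, BCO1 0 over P4 and RPE65 0 over PBS, so their folds are wide intervals or approximate bounds.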

Differences from the paper's values

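The paper gives 102 genes downregulated by P4, and 46 were found here at the paper's thresholds. Of the alternatives set before the data were examined, the DESeq2 Wald test, which the paper's methods name, gave 102. The adjusted p alone (100), all samples but replicate 3 (85), media alone as the control (82) and all 35 samples (72) also came within 1.5 times. DESeq2 size factors (44), no filter (39), the animal as a block (324), DESeq2 with the block (344), the compared groups alone (8), the mitochondrial genes left out (47) and leaving out replicates 1 (18), 4 (42), 5 (8) or 6 (12) did not.

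The paper gives 119 genes downregulated by IFNT, and 75 were found here. The DESeq2 Wald test gave 119, and leaving out replicate 4 (140), all 35 samples (96) and media alone as the control (85) came within 1.5 times. Size factors (74), no filter (62), the block (322), DESeq2 with the block (329), the adjusted p alone (290), the compared groups alone (43), the mitochondrial genes left out (61) and leaving out replicates 1 (38), 3 (61), 5 (36) or 6 (41) did not.

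The paper gives 30 genes shared by P4 and IFNT, 12 in the same and 18 in opposite directions, and 13 (6 and 7) were found here. The DESeq2 Wald test gave 30 (12 and 18). Leaving out replicate 3 gave 20 shared and 13 opposite genes, leaving out replicate 4 gave 9 in the same direction and the adjusted p alone gave 17 opposite genes, all within 1.5 times. The other counts under these 3 settings differed by more than 1.5 times, as did all counts under the remaining alternatives. These were size factors, no filter, the block (119, 39 and 80), DESeq2 with the block (128, 41 and 87), the compared groups alone (14, 8 and 6 for shared, opposite and same), the mitochondrial genes left out, and leaving out replicates 1 (5 shared), 5 (4) or 6 (3). Every gene of the paper's tables that could be tested had the same direction here, 264 of 271 for P4 and 516 of 533 for IFNT.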

Other observations

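CCL5 was named after its values were seen, and the other genes and lists were chosen beforehand. Counts adjusted over a list alone are descriptive, since the study chose the named members on these samples. Some genes of cilia and of the cornified epithelium fell with P4. Of 7 named genes of the primary cilium, 3 fell with P4, 0 rose and 4 did not pass the test (7 fell when adjusted over the list alone, and 7 with the animal as a block). WDR35, which carries cargo in cilia, fell from 10.2 ± 0.984 CPM in VC to 4.97 ± 1.99 CPM with P4 (SD, n = 5; adjusted p = 0.00638 from edgeR). It did not pass without replicate 1, 5 or 6 (adjusted p = 0.0872, 0.129 and 0.0642). Without replicates 1, 3, 4, 5 and 6, the primary cilium genes that fell numbered 1, 4, 2, 0 and 0. Of 9 named genes of motile cilia, 2 fell with P4 and 0 rose (6 fell when adjusted over the list alone, and 6 with the block), with 1, 2, 2, 0 and 1 falling when each animal was left out. CFAP52, a gene of motile cilia, rose with IFNT from 0.142 ± 0.171 CPM in PBS to 8.03 ± 5.53 CPM (log2 fold change 5.78, and 6.55 without replicate 6; adjusted p = 0.000179), whereas 3 others of the 9 fell (1 rose and 4 fell when adjusted over the list alone, 1 and 5 with the block). Their falls did not pass without replicate 1, 3, 5 or 6. Of 11 named cornified genes, 10 could be tested, of which 3 fell with P4 and 0 rose (9 fell when adjusted over the list alone, and 9 with the block). PGLYRP4 fell from 9.24 ± 2.07 to 3.3 ± 1.01 CPM. Without replicates 1, 4, 5 or 6 1 cornified gene fell, and without replicate 3 5 fell.

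CTSL, which encodes cathepsin L and stands in a list of non-classical interferon-stimulated genes, rose with IFNT from 2.88 ± 0.852 CPM in PBS to 11.9 ± 5.38 CPM (SD, n = 5; log2 fold change 2.04, standard error 0.31, adjusted p = 9.8e-05), higher in 5 of 5 animals. It was the only gene with a symbol among the 17 of that list. Symbols come only from genes that the study called changed, so the rise of CTSL is no evidence on the rest of the list. With IFNT, 2 of 11 steroid-responsive genes rose, PGR and SCNN1A. With P4 1 of 56 interferon-stimulated genes, TRIM25, rose by a log2 value of 0.49 (adjusted p = 0.0185) while 47 of the 56 had a negative value.

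CAPG, a protein treatment that the paper does not report, changed 0 of 15639 genes against PBS with edgeR (41 at an unadjusted p under 0.05), and 0 with the animal as a block (278 at an unadjusted p under 0.05). DESeq2 called 0 without the block (101 at an unadjusted p under 0.05) and 113 with it. ISG15 had a log2 fold change of 0.35 with CAPG and of 1.15 with PDI, and neither passed. With PDI and the block, CCL5, a chemokine gene, rose by a log2 value of 1.54 (adjusted p = 0.00399), and 4 of the 44 genes that rose have a symbol in the paper's tables. Total counts ranged from 17.2 to 21.4 M with CAPG and from 15.6 to 18.7 M with PDI, and the mitochondrially encoded genes held 4.13 ± 0.21% and 3.95 ± 0.455% of the counts.

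Lists of cholesterol synthesis, endothelial, epithelial and smooth muscle genes had 0 named members and were not analysed here.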
